# Combination of paeoniflorin and liquiritin alleviates neuropathic pain by lipid metabolism and calcium signaling coordination

**DOI:** 10.3389/fphar.2022.944386

**Published:** 2022-09-07

**Authors:** Yan-Yan Chen, Li-Mei Feng, Ding-Qiao Xu, Shi-Jun Yue, Rui-Jia Fu, Mei-Mei Zhang, Yu-Ping Tang

**Keywords:** paeoniflorin, liquiritin, neuropathic pain, lipid metabolism, calcium signaling pathway

## Abstract

Neuropathic pain (NP) affects 7%–10% of the general population and is still hard to cure. Here, we validated the therapeutic effect and demonstrated the mechanism of paeoniflorin and liquiritin combination (PL) on NP from the perspective of integrated lipidomics and transcriptomics for the first time. SwissTargetPrediction indicated that PL mainly targets lipid metabolism. Notably, lipidomics revealed that imbalanced lipid levels in the NP model could be reprogrammed to normal levels by PL treatment. RNA-sequencing showed that PL treatment could also rebalance the lipid metabolism in an indirect manner. Pathway analysis highly enriched the calcium signaling pathway among the most significant categories. Altogether, these findings suggested that PL can not only balance the lipid metabolism in direct and indirect manners but also reverse the dysfunctional activation of the calcium signaling pathway, thereby alleviating NP. This helps to better understand the mechanisms of NP and provides a new important potential therapeutic option for NP.

## Introduction

Neuropathic pain (NP) is a common chronic pain condition caused by a lesion or disease of the somatosensory nervous system that affects 7%–10% of the general population (Finnerup et al., 2021). Currently, the management of neuropathic pain includes pharmacological, interventional, and physical therapy. Among them, pharmacotherapy remains an important modality, with calcium channel α2-δ ligands such as pregabalin, serotonin-noradrenaline reuptake inhibitors such as duloxetine, and various tricyclic antidepressants recommended as first-line treatment for neuropathic pain (Colloca et al., 2017). However, the limited efficacy and intolerable side effects of these drugs suggest a huge unmet medical need for drug development.

Natural products have become a priority strategy for the treatment of various disorders including NP. Paeoniflorin, the main bioactive component of Paeoniae Radix Alba (Shaoyao), has been reported to exert analgesic effect on NP and inflammatory pain (Yin et al., 2016; Hu et al., 2018; Zhou et al., 2019). Liquiritin, an active ingredient derived from Glycyrrhizae Radix et Rhizoma (Gancao), exhibited anti-neuropathic action due to its protective effect on damaged nerves and its anti-inflammatory activity at the level of the spinal cord (Zhang et al., 2017). Cocktail therapy has emerged as a promising way to overcome the clinical challenge (Chaparro et al., 2012). Moreover, Paeoniflorin and liquiritin has been reported as a potential combination to alleviate NP by inhibiting neuroinflammation (Guo et al., 2020). Although PL has been indicated to alleviate NP, the systemic effect and underlying mechanism of PL-mediated alleviation still remain exclusive.

Integration of multiple omics technologies has emerged as an approach to provide a comprehensive view of health and disease and may provide a better understanding of pharmacotherapy (Karczewski and Snyder, 2018). The lipids (i.e., sphingolipids, ceramides, and lysophosphatidic acids) are critical for the initiation of NP (Patti et al., 2012; Langeslag and Kress, 2020), which called for the application of lipidomics, a branch of metabolomics that focuses on lipids and analyzes lipid metabolism network changes under different physiological conditions (Yang and Han, 2016). Transcriptomics is mainly performed to identify the gene expression profile which could provide an insight into the alteration of biological processes at the gene level. The integration of lipidomics and transcriptomics analysis may provide higher reliability in illustrating the action and mechanism.

In the current study, leveraging on drug potential target prediction, RNA-sequencing, and lipidomics, we revealed PL may alleviate NP by reprogramming unbalanced lipid metabolism in both direct and indirect manners and inhibiting the calcium signaling pathway.

## Materials and methods

### Chemicals and reagents

Paeoniflorin (C23H28O11, MW: 480.5, purity >98%) and liquiritin (C21H22O9, MW: 418.4, purity >98%), the main active components of *Paeonia lactiflora* Pall. and *Glycyrrhiza uralensis* Fisch. ex DC., respectively, were purchased from Nanjing Yuanzhi Biotechnology Co., Ltd. (Nanjing, China). LC-MS grade methanol, acetonitrile, formic acid, and isopropanol were purchased from Fisher Scientific (Waltham, MA, United States). HPLC grade methyl tert butyl ether (MTBE) was obtained from Fisher Scientific (Waltham, MA, United States). The standard lipids were obtained from Avanti Polar Lipids (United States). Deionized water was purified using a Milli-Q system (Millipore, Bedford, MA, United States). All other chemicals and reagents used in this study were of analytical grade.

### Animals and treatment

Animals: Male Sprague Dawley rats (*n* = 48, 180–200 g) were purchased from Chengdu Dossy Experimental Animals Co., Ltd. (Chengdu, China) with license No. Of SCXK 2020-030. All animals were kept in standard animal houses with regulated temperature (20–25°C), humidity (40%–60%), and a 12-h light/dark cycle and were fed with food and water *ad libitum* before the experiment. The experimental procedures were in accordance with the animal care and ethical guidelines for the experimental investigation of pain in conscious animals of the National Institutes of Health.

SNI model establishment: To establish the spared nerve injury (SNI) model, the rats were anesthetized with 30 mg/kg pentobarbital sodium administered intraperitoneally and placed in a prone position. An incision was made on the lateral surface of the thigh, and three branches of the sciatic nerve (the sural, common peroneal, and tibial nerves) were exposed. Both common peroneal and tibial nerves were ligated together with 5.0 silk and transected approximately 2 mm distal to the ligation, while the sural nerve was left intact. The muscles and skin were sewed up with 5.0 silk sutures (Decosterd and Woolf, 2000). Sham-operated rats underwent the same procedure except ligation and transection of the nerves.

Drug administration: 48 rats were randomly divided into six groups (*n* = 8): the sham-operated (JA) group, spared nerve injury (SNI) group, PLL group (SNI +10.33 mg/ml paeoniflorin and 1.99 mg/ml liquiritin, 1 ml solution per 100 g), PLM group (SNI + 20.65 mg/ml paeoniflorin and 3.98 mg/ml liquiritin), PLH group (41.30 mg/ml paeoniflorin and 7.96 mg/ml liquiritin), and positive (PGB) group (SNI + 15 mg/kg pregabalin). The dose of PLM group was equal to the actual content of those components in the Shaoyao Gancao Decoction. Gastric infusion was performed continuously for 21 days after operation. Rats in the treatment groups were given 1 ml solution per 100 g, and rats in the JA group and SNI group only received the same volume of saline.

### Behavioral assessment

To test the effect of paeoniflorin and liquiritin combination (PL) for alleviating NP, the mechanical withdrawal threshold (MWT) was measured 1 day before and 1, 3, 5, 7, 9, 11, 14, 17, and 21 days after SNI. Rats were individually placed in a test cage on a metal grid, and after 30 min of adaptation, MWT was measured at the lateral side of the surgical paw by detecting the hind paw withdrawal responses to Von Frey filaments (North Coast Medical Company, United States) under pressure of 0.6–15.0 g (0.6, 1.0, 1.4, 2.0, 4.0, 6.0, 8.0, and 15.0 g). We started with an intermediate filament (2.0 g) perpendicular to the fourth and fifth toes (sural innervation area) on the hind paw surface and bent the filament slightly for about 6–8 s with sufficient force. If the response was positive (claw retracts rapidly in 3 s), “X” was recorded and the next weaker filament was used. If the response was negative, “O” was recorded and the next stronger filament was used. The interval time of each stimulation should be more than 2 min. When the combination of “XO” or “OX” appears, a series of “O” or “X” combination sequences should be obtained by stimulating another four times. The formula MWT (g) = (10^ [xf + k*δ])/10,000, where xf is the logarithm of the last filament in the sequence, k is the corresponding value of the sequence in the k-value table, and δ is the average difference after log for the strength of each filament. If “O” appears for five consecutive times, it is recorded as 15.0 g; if “O” occurs for five consecutive times, it is recorded as 0.6 g. If calculated MWT >15.0 g or <0.6 g, then 15.0 g or 0.6 g is still taken as the maximum or minimum value (Chaplan et al., 1994).

### Immunofluorescence assay

Astrocytes and microglia have recently emerged as key contributors to the pathology of NP (Echeverry et al., 2017). Glial fibrillary acidic protein (GFAP) and ionized calcium binding adapter molecule 1 (IBA-1) expression were used as markers of astrocyte and microglia activity, respectively. On the 21st day, the rats were anesthetized with 30 mg/kg pentobarbital sodium administered intraperitoneally and terminated; L3-L6 of the spinal cord were collected for immunofluorescence (IF), and spinal cord sections were washed with phosphate-buffered saline (PBS) 3 times and exposed to 0.5% bovine serum albumin (BSA) for 1 h at room temperature. Then, sections were incubated with primary antibodies of anti-GFAP mouse polyclonal antibody (1:400, CST, United States) for detecting astrocytes and anti-IBA-1 rabbit monoclonal antibody (1:400, Abcam, United States) for detecting microglia overnight at 4°C. After washing with PBS, sections were incubated with secondary antibodies of goat anti-mouse antibody (1:200, Servicebio, China) against GFAP and donkey anti-rabbit antibody (1:200, Servicebio, China) against IBA-1 for 1 h at room temperature. Next, the glass slides were covered with 4,6-diamidino-2-phenylindole (DAPI) for 5 min at room temperature and washed 3 times with PBS. After coverslips were placed, the labeled sections were immediately observed under a fluorescence microscope (Nikon Eclipse C1, Japan). Image Pro Plus 6.0 was used to analyze optical densities. The intensity of GFAP and IBA-1 expression was quantified by integrated optical density (IOD) values obtained from the threshold pixels for all signals measured in each image and corresponding pixel area (Area). For each section, three representative visual fields in the ipsilateral dorsal horn were chosen to calculate the areal density value; area density = IOD/Area.

### Western blot analysis

Briefly, total protein extract was prepared by homogenizing the ipsilateral L3-L6 spinal cord tissues using RIPA lysis buffer and protease inhibitor cocktail. The protein concentration was measured using the BCA Protein Assay Kit. Equal amount of each protein was separated on SDS-PAGE gels and transferred to PVDF membranes. After blocking with 5% BSA at room temperature for 1 h, the membranes were incubated at 4°C overnight with the appropriate primary antibody: GFAP, IBA-1, or β-actin (4970, CST, United States). The membranes were then washed and incubated with horseradish peroxidase (HRP) conjugated secondary antibodies (ab7097, Abcam, United States) for 1.5 h at room temperature. Reactive bands were visualized using the super ECL plus kit and captured using a gel imaging system.

### Quantitative RT-PCR

Total RNA was extracted using Trizol reagent (Invitrogen), and the cDNA was obtained using the PrimeScriptTM RT Reagent Kit (TaKaRa) according to the manufacturer’s protocol. The relative mRNA levels of target genes were measured by quantitative RT-PCR analyses using the SYBR Green Prime Script kit (Bio-Rad). The primers for all genes are shown below. Hrh1, F: CTGGCTCGGGGAGGGAG, R: CTG​TCC​TGT​TCC​CCT​CAC​AC; Tacr1, F: CGT​ACA​CTG​TGG​TGG​GGA​TTA, R: ATC​ATT​TTG​ACC​ACC​TTG​CGT; Adora2b, F: ATC​TTT​AGC​CTC​TTG​GCG​GT, R: ACC​AAA​CCT​TTA​TAC​CTG​AGC​G; Ednrb, F: CCA​ATC​CGT​GCG​AGA​CTG​AA; R: ATA​CCC​CCA​ACA​AGC​CAC​AG; Agt, F: CTC​AGG​CCA​AGC​TGT​CTA​CC, R: GCT​GTT​GAG​AAC​CTC​TCC​CA.

### Lipidomics

Serum samples: Blood was harvested *via* retro-orbital plexus into tubes on the 21st day and centrifuged at 13,000 rpm for 10 min at 4°C. Serum samples were separated and stored at −80°C until analysis. Each 40 µL serum sample was mixed with 300 µL methanol to precipitate proteins and homogenized with 1 ml MTBE for 1 h to extract lipid, followed by the addition of 250 µL H_2_O to induce phase separation. The resulting two-phase solution was set at room temperature for 10 min and centrifuged at 13,000 rpm for 10 min at 4°C. Subsequently, a 400-µL MTBE layer was separated into a new vial and dried using a SpeedVac. The dried upper layer was reconstituted in 100 µL solution (97 µL isopropanol/acetonitrile with a volume ratio of 1:1, 3 μL PC (12:0/13:0) with a concentration of 15.16 μmol/L as the internal standard solution), centrifuged at 13,000 rpm for 10 min at 4°C, and the supernatant was used for lipidomics analysis.

Tissue samples: Each ipsilateral side of L3-L6 spinal cord samples were weighed and homogenized in a homogenizing tube and mixed with 300 µL methanol and 1 ml MTBE for 1h, followed by adding 250 µL H_2_O to induce the phase separation. A 400-µL MTBE upper layer was separated and dried and then reconstituted in 200 µL solution (194 µL isopropanol/acetonitrile with a volume ratio of 1:1, 6 μL PC (12:0/13:0) with a concentration of 15.16 μmol/L) centrifuged at 13,000 rpm for 10 min; the supernatant was used for lipidomics analysis.

UPLC-TQ-MS analysis: Processed serum or spinal cord samples were subjected to chromatographic separations on a Waters UPLC BEH C18 column (2.1 × 100 mm, 1.7 µm) using an UPLC I-Class system (Waters Corporation, United States). The mobile phase consisted of A (a mixture of acetonitrile and water (6:4) with 0.1% formic acid and 5 mM ammonium acetate) and B (a mixture of isopropanol/acetonitrile (9:1) with 0.1% formic acid and 5 mM ammonium acetate). The following gradient elution was employed at a flow rate of 0.26 ml/min: 32% B at 0–1.5 min, 32–85% B at 1.5–15.5 min, 85–97% B at 15.5–15.6 min, 97% B at 15.6–18.0 min, 97%–32% B at 18.0–18.1 min, and 32% B at 18.1–20.0 min. The column temperature was maintained at 4°C and the injection volume was 5 μL. Detection of the separations was achieved using a triple quadrupole mass spectrometer (TQ-MS) system (Waters Corporation, UK) operated in positive ion mode. The source temperature was 150°C with a capillary voltage of 3.0 KV and a sampling cone voltage of 30 V. The desolvation gas temperature was set at 500°C with a cone gas flow of 50 L/h, and the desolvation gas flow was 1000 L/h. High-purity argon was employed as collision gas, the collision gas flow rate was 0.15 ml/min, and high-purity nitrogen was used in other gas paths. In order to obtain reliable results and improve the accuracy of lipid analysis, a target database including 115 phosphatidylcholines (PCs), 30 lysophosphatidylcholines (LPCs), 28 phosphatidylethanolamine (PEs), 4 lysophosphatidyl ethanolamine (LPEs), 8 ceramides (Cers), 42 sphingomyelins (SMs), 75 triglycerides (TGs), and 4 choline ethanolamines (CEs) was constructed based on the LC-MS platform using internal standard standards as well as the relative data of accurate masses and MS/MS fragments of the lipids (Supplementary Table S1).

Data processing: Skyline Software (https://skyline.gs.washington.edu/labkey/project/home/software/Skyline/begin.view) was used to create lipid transitions, visualize results, integrate observed signals, and quantify all lipids that were detected by MS. For each target lipid, precursor product ion pairs (transitions) were selected, and the corresponding peak area of each transition was calculated using software. The ion tolerance of the extraction peak was 0.05 Da. Then the relative quantification of the target metabolites was carried out by using the homologous internal lipid standard.

Data analysis: Multivariate analysis was performed using SIMCA P 14.1 software. An unsupervised model of principal component analysis (PCA) was used to evaluate the holistic metabolite alterations among groups and monitor the stability of this study. A supervised model of orthogonal partial least squares discrimination analysis (OPLS-DA) was performed to maximize the distance between groups and identify variables with important contribution to the classification according to the variable importance in projection (VIP) values. Metabolites that met the following criterion of adjusted *p*-values < 0.05, VIP >1.0, and fold change >2 were considered as differential metabolites.

### Transcriptomics

Sample preparation: Total RNA was isolated from the ipsilateral side of L3-L6 spinal cord tissues (JA group, SNI group, and PLM group) using the RNeasy Plus kit followed by a genomic DNA removal step. The concentration and quality of extracted RNA were estimated using a NanoDrop2000 spectrophotometer (Thermo Fisher Scientific, United States), the integrity of RNA was detected by agarose gel electrophoresis, and the RNA integrity number (RIN) was measured using an Agilent 2100 bioanalyzer (Agilent Technologies, Inc., United States).

RNA-Sequencing: A total of 3 μg RNA per sample was utilized as input material. The Illumina TruseqTM RNA sample prep Kit was used to generate sequencing libraries. Illumina sequencing by synthesis technology was applied to perform the sequence of the resultant double-stranded Complementary DNA (cDNA) libraries. The raw sequencing reads were cleaned by removing adaptors and low-quality reads (reads with a Q-value < 20). Clean reads were mapped to the reference genome using HISAT2 v2.0 with default parameters. Gene expression values of the transcripts were computed using StringTie v1.3.3b.

Data analysis: Differential expression analysis of two groups was performed using DESeq2 Version 1.12. The *p*-value < 0.05 and |log2FC| > 1 (FC, fold change) were chosen as the threshold for screening differentially expressed genes (DEGs). Functional enrichment analyses, including Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment and Gene Ontology (GO) enrichment analysis, were performed using the R package. KEGG pathways and GO terms with false discovery rates *p* < 0.05 were considered as significantly altered.

### Integrated lipidomics and transcriptomics analysis

The datasets of lipidomics and transcriptomics were integrated using MetaboAnalyst 5.0 (https://www.metaboanalyst.ca) to examine the potential relationship between significantly changed metabolites and DEGs.

### Statistical analysis

All statistical evaluations of lipidomics data were calculated from relative abundances. Experimental data were presented as mean ± standard deviation (SD). Comparisons were made by unpaired two-tailed Student’s *t*-tests or one-way analysis of variance (ANOVA) using Graphpad Prism 8.0. *p* < 0.05 was considered statistically significant.

## Results

### Establishment of SNI model

To investigate the role of PL treatment in NP, we established an SNI model which had been widely used to mimic physical damage to peripheral nerves. As shown in Figure 1A, we ligated and transected the common peroneal and tibial branches of the sciatic nerve which evoked intense mechanical allodynia (Decosterd and Woolf, 2000). MWT, a common marker for assessing NP, was strikingly increased in the SNI model compared to the JA group (Figure 1B). Moreover, a significant induction of GFAP and IBA-1 was also observed in the ipsilateral spinal dorsal horn of the SNI model compared to the JA group (Figure 1C). Collectively, these data indicated that the NP model has been successfully constructed.

**FIGURE 1:**
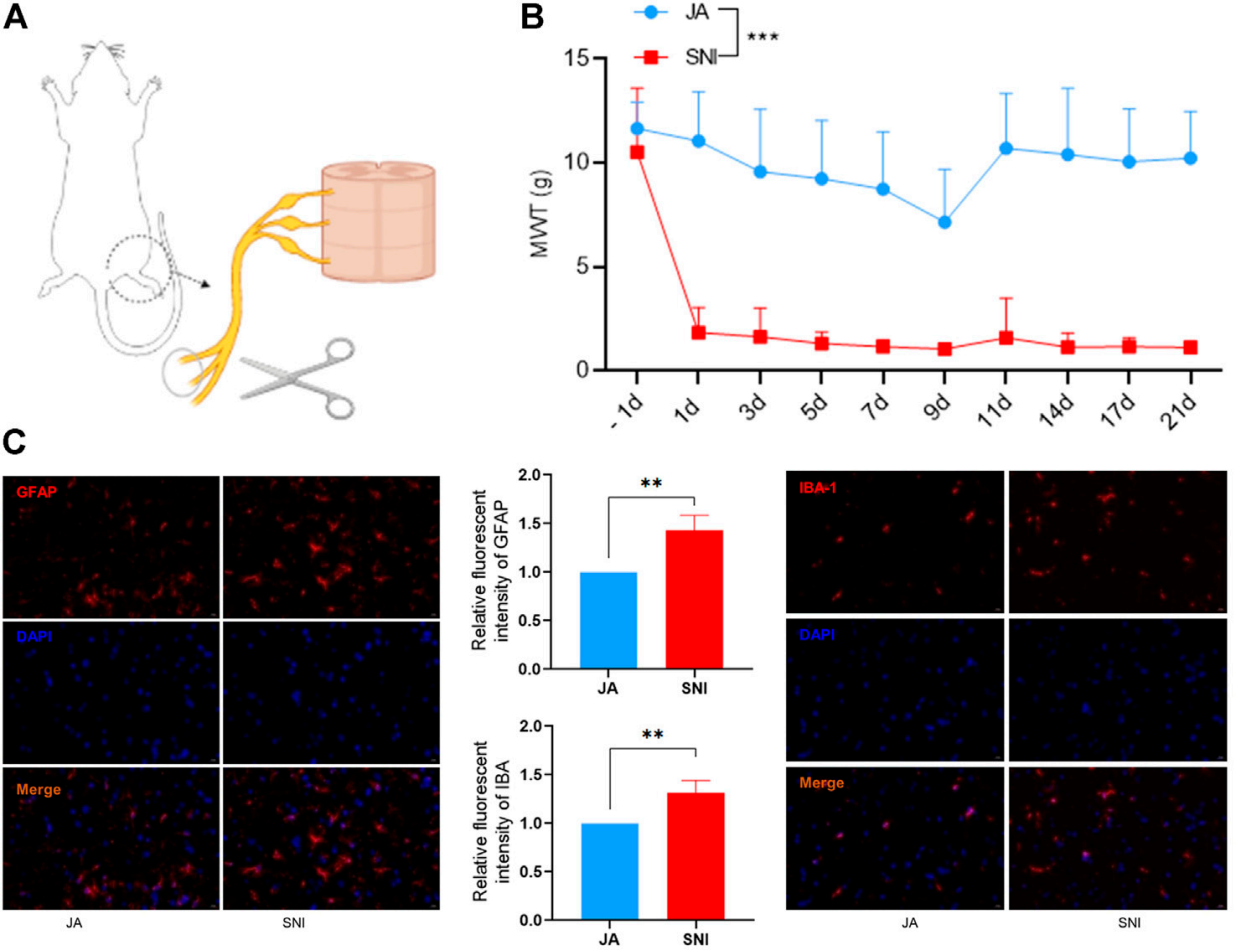
**(A)** Establishment of the SNI model. **(B)** Mechanical withdrawal threshold (MWT) of JA and SNI. **(C)** The expression of GFAP and IBA-1 in JA and SNI determined by immunofluorescence. JA, sham-operated group; SNI, spared nerve injury group. Compared with JA, ** *p* < 0.01, *** *p* < 0.001.

### Combination of paeoniflorin and liquiritin alleviates NP

To reveal the role of PL in NP, we treated the SNI rats with a gradient dose of PL or PGB which was set as a positive control (Figure 2A). Comparable to PGB, PL treatment significantly shortened the MWT (Figure 2B). Due to the medium dose of PL (PLM) achieving the preferable efficiency in alleviation of NP, this dose was used for further studies. In consistence with the MWT results, PLM also restored the GFPA and IBA-1 expression induced by ligation and transection operation (Figures 2C,D). Taken together, PL treatment exhibited a notable effect in alleviating NP.

**FIGURE 2:**
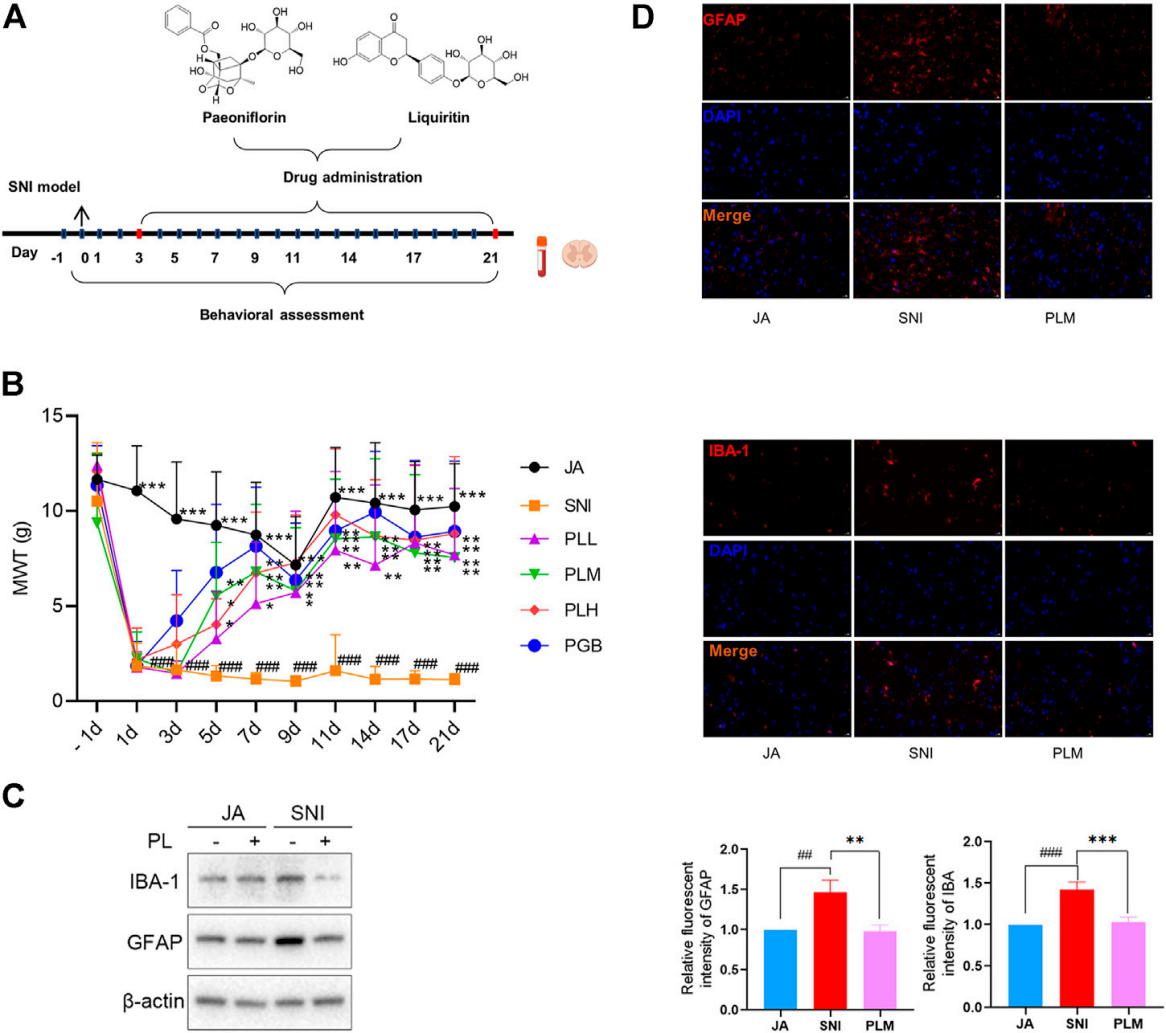
**(A)** Experimental roadmap of paeoniflorin and liquiritin combination on SNI. **(B)** Mechanical withdrawal threshold (MWT) of each group. **(C)** The expression of GFAP and IBA-1 in JA, SNI, and PLM evaluated by Western blot. **(D)** The expression of GFAP and IBA-1 in JA, SNI, and PLM evaluated by immunofluorescence. JA, sham-operated group; SNI, spared nerve injury group; PLL, PLM, and PLL, low, middle, and high dose of paeoniflorin and liquiritin combination group; PGB, pregabalin group. Compared with JA, ## *p* < 0.01, ### *p* < 0.001; compared with SNI, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

### Paeoniflorin and liquiritin targets lipid metabolism

To gain more insights into the molecular mechanism on how PL treatment alleviated the NP, we used SwissTargetPrediction (http://swisstargetprediction.ch/) to dig out the potential targets of PL (Supplementary Table S2). Pathway analysis of these targets enriched “Reversible hydration of carbon dioxide” and “Lipid Metabolism” (Figure 3A). Meanwhile, pathway and process enrichment analysis has been applied to each component of the interacting network member of potential targets and “Lipid Metabolism” had also been suggested to be the most enriched one (Figure 3B). Accumulated evidence revealed that the imbalance of lipid metabolism led to initializing the NP. Accordingly, we hypothesized that PL may relieve the NP by reprogramming lipid metabolism.

**FIGURE 3:**
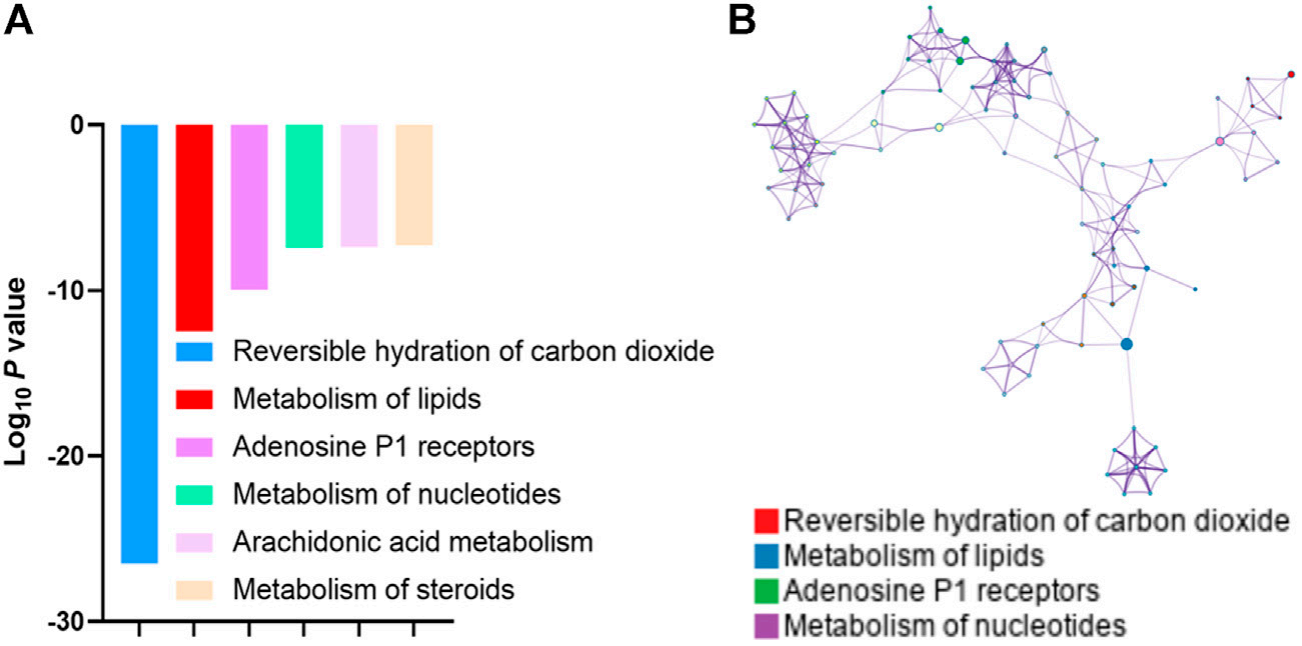
**(A)** Gene Ontology analysis of the potential targets of paeoniflorin and liquiritin predicted by SwissTargetPrediction. **(B)** GO pathway and process enrichment analysis of each component of the interacting network member of potential targets.

### Combination of paeoniflorin and liquiritin reversed the lipid perturbations in SNI model

Since imbalanced lipid metabolism contributed to NP and PL had been indicated to mainly target the key regulators in the lipid metabolism process, we speculated dysregulated lipid metabolism may occur in the SNI model in comparison with the JA group and PL treatment could reprogram this process. To test this hypothesis, we first thought to gain a global view of the lipid profile in each group by lipidomics. The lipid metabolic phenotypes based on all imported samples could be classified by PCA. An overview of all samples in the data and a grouping trend between the JA group, SNI group, PLL group, PLM group, and PLH group could be observed. As shown in Figures 4A,B, the cluster of QC samples in the PCA score plot exhibited the stability and repeatability of this lipidomic analysis system. In the OPLS-DA model of the JA group and the SNI group, the cumulative R2Y and Q2 were 0.912 and 0.517 for serum samples, while that of tissue samples were 0.929 and 0.670, which showed that the model is reliable (Supplementary Figure S1). OPLS-DA was further employed for all samples, and a clear separation of the JA group, SNI group, PLL group, PLM group, PLH group, and PGB group was observed (Figures 4C,D). In consistence with the shorter MWT and restoration of GFAP and IBA, the PLM group was significantly closer to the JA group, indicating that the analgesic effect of the middle dose group was more significant. In-depth analysis of lipid metabolites based on VIP >1, *p* < 0.05 revealed that 18 specific differential metabolites in the SNI model were derived from serum samples, and five metabolites were identified from spinal cord samples (Figure 4E). In detail, the lipid levels of 11 PCs, 3 TGs, 1 LPC, 1 LPE, and 1 Cer were significantly upregulated while 2 TGs, 3 LPCs, and 1 CE were remarkably reduced in the SNI group compared with the JA group. Notably, PL treatment could re-balance the majority of these dysregulated metabolites (16/23) including PC (16:1/18:3), PC (18:3/16:2), PC (O-16:0e/16:0), PC (O-16:1/16:0p), PC (O-16:0e/18:1), PC (O-32:1), TG (16:0/14:0/16:0), TG (18:0/18:1/20:4), TG (20:0/20:0/20:4), LPC (O-20:1p), LPC (20:3), LPE (20:4), and CE (20:4) (Figure 4E). Next, the potential targets and dysregulated lipid metabolism pathway were aligned to gain an insight into the molecular mechanisms of reprogramming of lipid metabolism by PL. Surprisingly, the direct targets could only partially account for the restoration of imbalanced metabolites, such as glycosphingolipid metabolism, glycerophospholipid metabolism, and arachidonic acid metabolism, which highlighted the fact that PL might reprogram the lipid metabolism in both direct and indirect ways (Figure 4F). Taken together, PL alleviated NP through reprogramming lipid metabolism.

**FIGURE 4:**
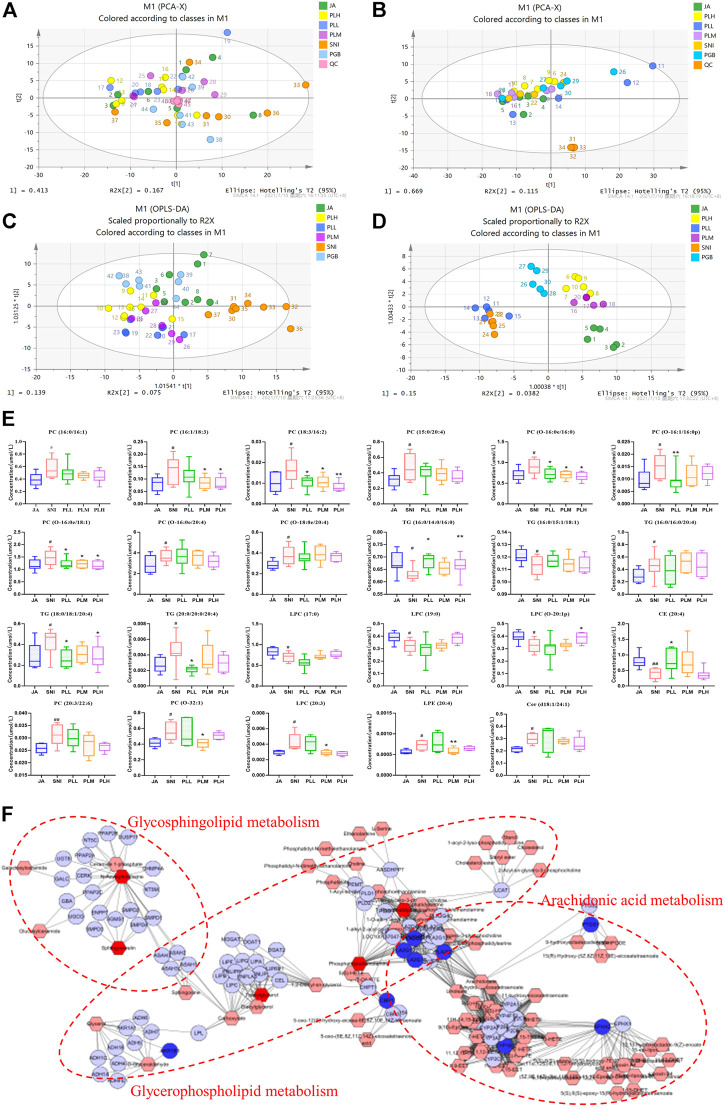
PCA plots of serum samples **(A)** and tissue samples **(B)**. OPLS-DA plots of serum samples **(C)** and tissue samples **(D)**. **(E)** Metabolic changes of lipids in the five test groups. **(F)** Integrated pathway analysis of potential targets and dysregulated lipid metabolites using MetScape. JA, sham-operated group; SNI, spared nerve injury group, PLL, PLM, and PLL, low, middle, and high dose of paeoniflorin and liquiritin combination group; PGB, pregabalin group; QC, quality control.

### Combination of paeoniflorin and liquiritin also balanced lipid metabolism in SNI model via an indirect manner

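RNA from the ipsilateral side of the lumbar spinal cord was sequenced in 3 groups of rats with 3 samples each: sham-operated rats given saline (JA), rats with spared nerve injury given saline (SNI), and injured rats given the middle dose of paeoniflorin and liquiritin (PLM). Drug or saline was given for 21 days. For the PLM group the paper states a paeoniflorin concentration of 20.65 mg/ml, with liquiritin at 3.98 mg/ml. The sample labels give the liquiritin of PLM replicates 1, 2 and 3 as 3.98, 3.99 and 3.100 mg/ml, and the paper's dose is used here. The authors mapped the reads with HISAT2 and deposited a StringTie expression value for each locus in each sample. The values are TPM, scaled for gene length and to a total of 1000000 in each sample, with 2 decimals. TPM keeps no read depth, so the depth of each sample is unknown and no counting error can be given. The table lists 34890 loci, of which 32883 carry an Ensembl identifier and 2007 are loci from the assembly. The share of TPM on the 13 mitochondrial protein genes was 29.1% ± 3.75 in JA, 24.6% ± 1.302 in SNI and 32.0% ± 0.766 in PLM (SD, n = 3 samples each). Groups were compared on log2(TPM + 1) with limma, with a variance trend over mean expression, for the loci with a mean of at least 1 TPM over the samples compared. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. A gene was called at an unadjusted p-value under 0.05 and an absolute log2 fold change above 1, the thresholds in the paper's methods, and the number at a Benjamini-Hochberg adjusted p-value under 0.05 is given beside it.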

To further characterize the molecular mechanism of the combination of paeoniflorin and liquiritin in regulation of the lipid metabolism and the alleviation of NP, we compared the gene expression profile in the SNI model with or without PLM treatment by RNA-sequencing. As shown in the heatmap, each independent sample was highly correlated (Figure 5A). 

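Pearson's r of log2(TPM + 1) across the 15474 genes tested was between 0.951 and 0.963 for the 15 pairs of SNI and PLM samples, with a median of 0.960. The 6 pairs within a group had a median of 0.961 and ranged from 0.958 to 0.963. The 9 pairs of an SNI and a PLM sample had a median of 0.957 and ranged from 0.951 to 0.962, so the pairs within and between groups overlapped. These correlations are across genes, which are not independent replicates. Over all 9 samples, JA included, the 36 pairs ranged from 0.946 to 0.966. For the SNI and PLM samples a pseudocount of 0.1 moved the median most, to 0.921, and the stricter filter on low TPM gave 0.9835.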

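Of 15474 genes tested in the 3 PLM against the 3 SNI samples, 220 were lower and 35 higher in PLM at an unadjusted p-value under 0.05 and an absolute log2 fold change above 1. In a single simulated comparison without any change, 87 of 15503 genes passed both thresholds and 0 an adjusted p-value under 0.05, both directions together. A number such as 35 can therefore arise without a change. The simulation took gene SDs from all 9 samples, JA included, and drew genes independently with no median change. It is thus not closely matched to the SNI and PLM samples. At an adjusted p-value under 0.05, 2110 genes were lower and 38 higher, and 166 of the lower and 6 of the higher ones also had an absolute log2 fold change above 1. The median log2 fold change of all genes tested was -0.21. With each sample centred on its median, the counts past both thresholds were 102 lower and 64 higher, which is 61.4% lower in place of 86.3%, and 106 lower and 20 higher at an adjusted p-value under 0.05. All 102 of these lower genes were among the 220. Quantile normalization gave 119 lower and 52 higher genes. Among the 220 lower genes, 193 had every PLM sample below every SNI sample, against 13 of the 35 higher genes with every PLM sample above every SNI sample. The called genes were chosen on these same samples, so their separation is not further evidence. Over all genes tested, 43.5% had no overlap between the groups, where chance gives 10% for 3 against 3. This share is on values as deposited, which hold the shift of all genes, and genes are not independent. The 5 lower genes with the smallest p-values, among those past both thresholds with a gene symbol, at least 1 TPM in the higher group and no overlap between the groups, were Slc13a3, Lfng, Igsf1, Fam181b and Sdc4. Slc13a3 fell from 35.0 ± 1.71 TPM in SNI to 9.92 ± 0.840 TPM in PLM (SD, n = 3), a log2 fold change of -1.72 with a standard error of 0.08 (adjusted p = 0.00337, limma). The log2 fold changes of the other 4 were between -1.69 and -1.36, with adjusted p-values from limma of at most 0.00396. The 5 higher genes chosen by the same rule were Slc44a5, Morc1, LOC100911847, LOC100134871 and Rps10. Slc44a5 rose from 4.22 ± 1.63 TPM to 12.8 ± 2.54 TPM (SD, n = 3), a log2 fold change of 1.44 with a standard error of 0.27 (adjusted p = 0.0274, limma). On median-centred values its log2 fold change was 1.68 (adjusted p = 0.0611, limma), and without PLM replicate 1, 2 or 3 its adjusted p-value was 0.0783, 0.0864 or 0.0641. Morc1 had a log2 fold change of 1.10 (adjusted p = 0.0466, limma), which was not past the adjusted threshold on median-centred values (adjusted p = 0.112, limma). With 1 sample left out the adjusted p-value of Morc1 was above 0.05 in every case but without PLM replicate 3, and reached 0.136 without PLM replicate 1. LOC100911847, LOC100134871 and Rps10 had adjusted p-values from limma of 0.0725, 0.0890 and 0.0913. LOC100134871 passed the adjusted threshold without PLM replicate 2 (adjusted p = 0.0236, limma) and Rps10 without SNI replicate 2 (adjusted p = 0.0244, limma). The locus named Rps10 was listed at 0, 26.71 and 0 TPM in the SNI samples and at 30.75, 81.93 and 29.11 TPM in the PLM samples, and the table lists more than 1 locus of that name, between which reads can be split.

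**Figure D1:**
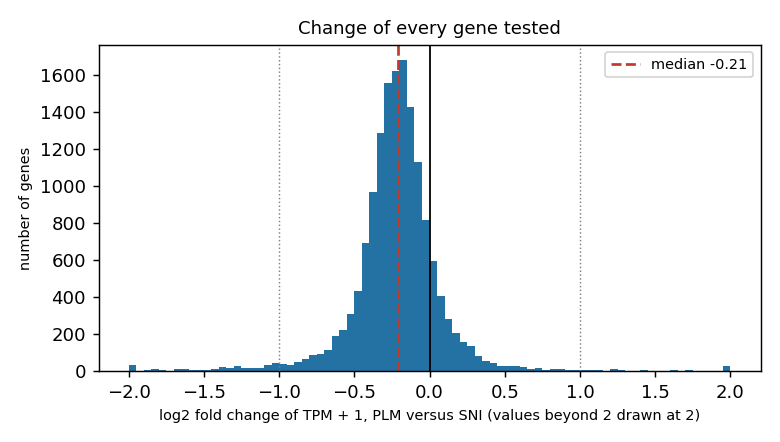
Number of genes by log2 fold change of TPM + 1 in PLM versus SNI, for the 15474 genes tested. The dashed line marks the median of -0.21, the solid line 0 and the dotted lines the fold change threshold, and values beyond the axis are drawn at its ends.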

A total of 556 downregulated and only 127 upregulated genes were identified in PLM in comparison with SNI (Figure 5B). Next, we performed GO analysis around the downregulated genes. Hence, we focused on the metabolic pathway and found the lipid metabolism pathway was most enriched in this analysis set which elaborated that PLM was involved in regulation of lipid metabolism in an indirect manner (Figure 5C). 

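KEGG and GO annotations were not used here, so the overlap of the called genes with lipid genes was tested on gene lists written from general knowledge before the data were examined. Of the 13931 genes tested that have a gene symbol, 182 were called lower in PLM than in SNI, which is 1.31%. The list of glycerolipid and glycerophospholipid metabolism held 95 of the genes tested, and 2 of them were called lower, 2.11% of the list (odds ratio 1.63, adjusted p = 0.794 over 18 lists, Fisher's exact test, two-sided). These genes were Plpp3 and Pla2g7, and Pla2g7 is named after its value was seen. On median-centred values, where 81 genes with a symbol were called lower, both were called (adjusted p = 0.633, Fisher's exact test). None of the 41 genes tested of the sphingolipid metabolism list was called lower (adjusted p = 1, Fisher's exact test). At an adjusted p-value under 0.05 with no limit on the fold change, 30 of the 95 and 10 of the 41 genes had changed. Adjusted over the list alone, these numbers were 52 and 15. These counts are on values as deposited, which hold the shift of all genes. Of all 15474 genes tested, 2148 passed the adjusted threshold on these values and 126 on median-centred values. In the fit, 89 of the 95 glycerolipid and glycerophospholipid genes and 39 of the 41 sphingolipid genes had a log2 fold change below 0, as did most genes tested.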

Then we integrated the RNA-seq data and lipidomics to delve into the correlation between PLM-regulated genes and alteration of lipid metabolites. The combined analysis identified significantly enriched biochemical pathways (*p* < 0.05 and impact >0.15), including glycerophospholipid metabolism, glycerolipid metabolism, sphingolipid metabolism, and ether lipid metabolism (Figure 5D). 

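The lipid gene lists were also tested as sets with limma's camera, which compares the genes of a list with all other genes tested. The glycerolipid and glycerophospholipid list was lower in PLM than in SNI relative to the other genes (adjusted p = 0.000815 over 18 lists, inter-gene correlation set to 0.01), with a median log2 fold change of -0.30. The sphingolipid list had a median log2 fold change of -0.23 and did not pass the threshold (adjusted p = 0.1202, limma's camera). With limma's fry, which tests a list on its own, both lists were lower (adjusted p = 0.00636 and 0.0182). This test compares a list with no change, so on values as deposited it also holds the shift of all genes. With limma's camera and the inter-gene correlation estimated from the 6 samples, neither list passed (adjusted p = 0.660 and 0.781). Without SNI replicate 3 the sphingolipid list passed with limma's camera (adjusted p = 0.0387), and without SNI replicate 2 it had its largest value with 1 sample left out, 0.254. No list named here passed under the estimated correlation. Ether lipid genes were not tested as a list of their own, and lipid levels were not analysed here.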

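Plpp3, Etnppl, Agpat4 and Lpcat4 are the genes named in the lipid networks of Figures 5E–G. Plpp3 was at 46.9 ± 7.28 TPM in SNI and 18.4 ± 1.62 TPM in PLM (SD, n = 3), a log2 fold change of -1.30 with a standard error of 0.13 (adjusted p = 0.00557, limma). It stayed between -1.41 and -1.19 with each sample left out in turn. Etnppl was at 3.10 ± 0.265 TPM in SNI and 1.08 ± 0.118 TPM in PLM (SD, n = 3), a log2 fold change of -0.98 with a standard error of 0.13 (adjusted p = 0.0116, limma). On median-centred values the log2 fold change of Etnppl was -0.73 (adjusted p = 0.0750, limma), and without SNI replicate 1 or PLM replicate 2 its adjusted p-value was 0.0513 or 0.0538. Agpat4 was at 178.9 ± 5.01 TPM in SNI and 163.5 ± 1.82 TPM in PLM (SD, n = 3), a log2 fold change of -0.13 with a standard error of 0.05 (adjusted p = 0.115, limma). Lpcat4 was at 29.4 ± 3.43 TPM in SNI and 25.0 ± 1.34 TPM in PLM (SD, n = 3), a log2 fold change of -0.22 with a standard error of 0.10 (adjusted p = 0.158, limma). The change of Agpat4 and Lpcat4 was about that of the median gene, and on median-centred values their log2 fold changes were 0.12 and 0.03. Every PLM sample was below every SNI sample for Plpp3, Etnppl and Agpat4 but not for Lpcat4 (two-sided exact permutation p = 0.10 without overlap, the smallest that 3 against 3 allow).

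**Figure D2:**
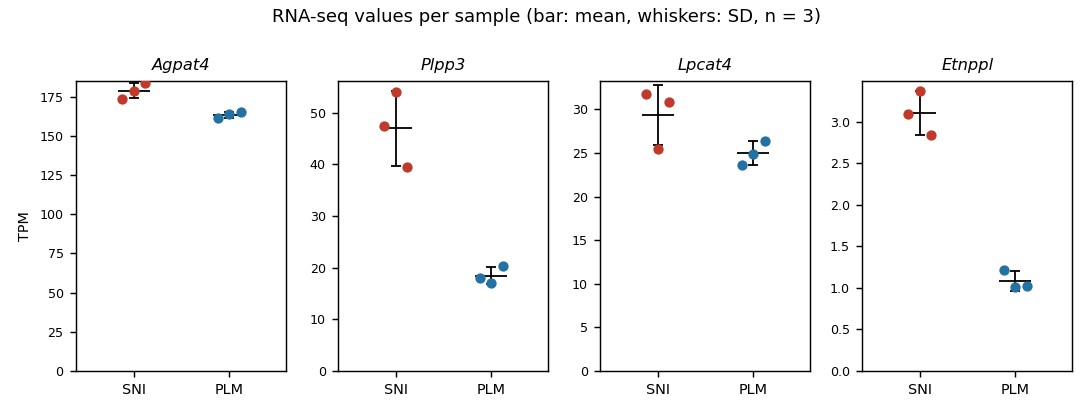
TPM of Agpat4, Plpp3, Lpcat4 and Etnppl in the 3 SNI and 3 PLM samples. Points are samples, the bar is the mean and the whiskers are the SD, and the axes start at 0.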

Consistent with our hypothesis, a lipidomics-transcriptomics network was built to screen the significantly changed lipids and genes located at key nodes (Figures 5E–G). Collectively, our data indicated PL reedited lipid metabolism to alleviate NP by directly targeting key nodal molecules of lipid metabolism and inhibiting transcription of genes important for lipid metabolism.

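Relative to the median of all genes tested, the median log2 fold change in PLM versus SNI was -0.09 for the glycerolipid and glycerophospholipid list and -0.02 for the sphingolipid list. On median-centred values the medians of the lists were -0.05 and 0.01 and that of all genes was 0.04, so both lists stayed below it. The first list was still lower (adjusted p = 0.00215 with limma's camera and 0.0174 with fry). The second was not past the threshold, lower with camera (adjusted p = 0.471) and higher with fry (adjusted p = 0.881). After rescaling TPM without the mitochondrial genes, the medians of the lists were -0.16 and -0.10 and that of all genes was -0.08. The paper reads its data as pointing to 2 ways in which PL changed lipid metabolism. For the direct one it draws on the predicted targets aligned with the changed lipid pathways (Figure 4F), and for lower transcription of lipid genes on the enrichment of lipid metabolism among the downregulated genes and the network built with lipid levels.

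**Figure D3:**
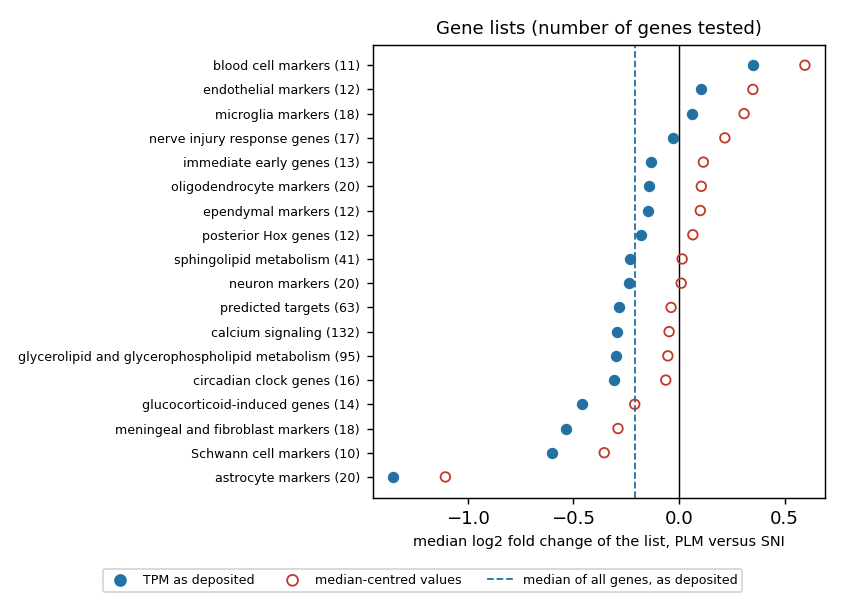
Median log2 fold change of each gene list in PLM versus SNI, on TPM as deposited (filled) and on median-centred values (open), with the number of genes tested. The dashed line is the median of all genes as deposited, -0.21, and the 2 lipid lists lie at -0.30 and -0.23.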

**FIGURE 5:**
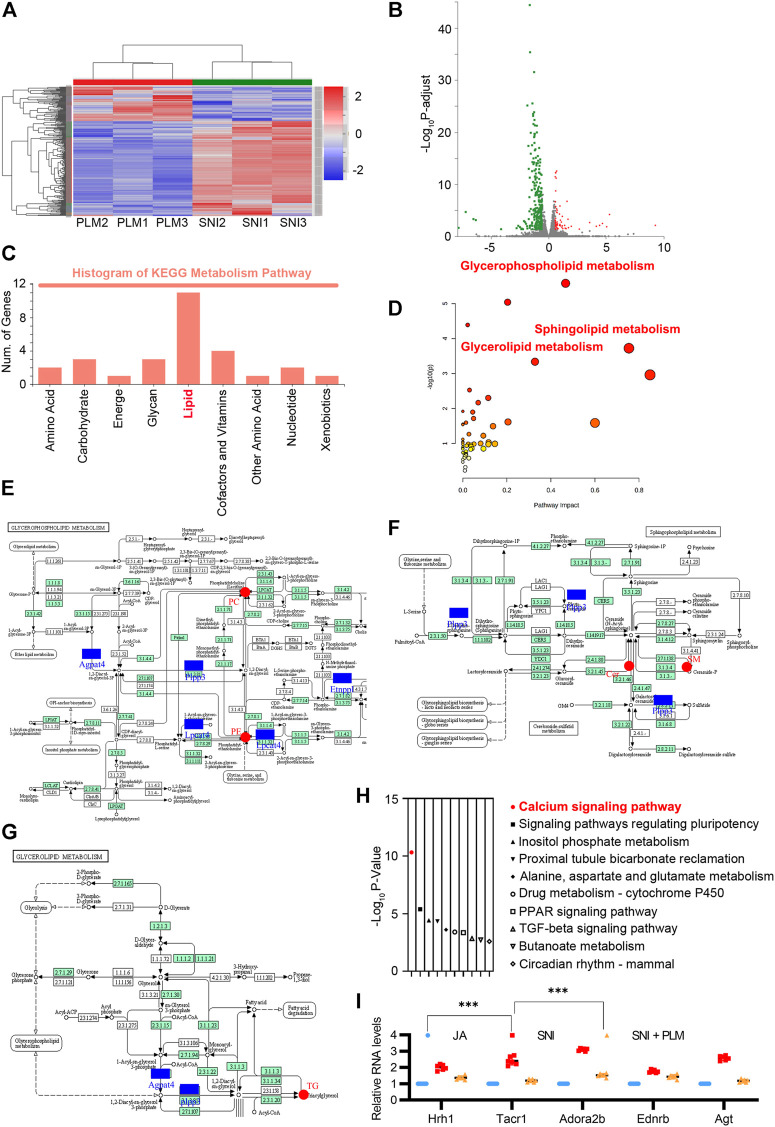
**(A)** Heatmap analysis of SNI and PLM in transcriptomic analysis (fold change >2). **(B)** Volcano map of the differentially expressed genes of SNI and PLM (fold change >2). **(C)** KEGG enrichment analysis of downregulated genes upon PL treatment. **(D–G)** Lipidomics-transcriptomics network built using MetPA. **(H)** GO enrichment analysis of downregulated genes upon PL treatment. **(I)** Relative mRNA expression of Hrh1, Tacr1, Adora2b, Ednrb, and Agt in the calcium signaling pathway detected by quantitative RT-PCR assays. SNI, spared nerve injury group; PLM, middle dose of paeoniflorin and liquiritin combination group.

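Of the 175 genes of the calcium signaling list, 132 were tested in PLM against SNI. Of these, 8 were called lower, 6.06% against 1.31% of all genes tested with a symbol (odds ratio 5.05, adjusted p = 0.00304 over 18 lists, Fisher's exact test, two-sided), and none was called higher. On median-centred values 2 of the 132 were called lower, Cd38 and Ednrb, 1.51% against 0.581% (odds ratio 2.67, adjusted p = 0.805, Fisher's exact test), so the overlap past the threshold depends on the shift of all genes. Cd38 is named after its value was seen. A list of astrocyte markers fell further, with a median log2 fold change of -1.35 and 18 of 20 genes called lower. Whether the lower calcium genes are expressed in astrocytes was not tested, so a change of this pathway alone is not shown. The median log2 fold change of the 132 genes was -0.29, which is -0.08 relative to all genes, and 121 of the 132 had a log2 fold change below 0. As a set the list was lower in PLM (adjusted p = 0.00658 with limma's camera and 0.0199 with fry). Without SNI replicate 1 the adjusted p-value from camera was 0.0600. On median-centred values it was 0.00377 with camera and 0.456 with fry. Over all alternatives run, the adjusted p-value of this list ranged from 0.000143 to 0.781, the largest with the inter-gene correlation estimated. At an adjusted p-value under 0.05, 26 genes of the list had changed, and 36 when adjusted over the list alone. These counts are on values as deposited, where 2148 of all 15474 genes tested passed the adjusted threshold. Adora2b fell from 5.76 ± 0.679 TPM in SNI to 1.99 ± 0.428 TPM in PLM (SD, n = 3), a log2 fold change of -1.18 with a standard error of 0.15 (adjusted p = 0.0103, limma). Without SNI replicate 1 its adjusted p-value was 0.0501, and on median-centred values its log2 fold change was -0.94 (adjusted p = 0.0607, limma). Ednrb fell from 28.3 ± 4.66 TPM to 11.2 ± 0.425 TPM (SD, n = 3), a log2 fold change of -1.26 with a standard error of 0.12 (adjusted p = 0.00565, limma). Agt, which is not in the calcium signaling list used here, fell from 385.5 ± 24.3 TPM to 138.8 ± 25.6 TPM (SD, n = 3). Its log2 fold change was -1.48 with a standard error of 0.13 (adjusted p = 0.00526, limma). On median-centred values the log2 fold changes of Ednrb and Agt were -1.01 and -1.23 (adjusted p = 0.0294 and 0.0386, limma). Tacr1 fell from 1.68 ± 0.628 TPM to 0.397 ± 0.0493 TPM (SD, n = 3), a log2 fold change of -0.92 (adjusted p = 0.0407, limma), below the threshold on the fold change. With PLM replicate 1, 2 or 3 left out, the adjusted p-value of Tacr1 was 0.122, 0.107 or 0.0770, and on median-centred values it was 0.181. Hrh1 was at 1.55 ± 0.270 TPM in SNI and 0.313 ± 0.0351 TPM in PLM (SD, n = 3), under the limit of 1 TPM on the mean. Tested with no filter on low values, its log2 fold change was -0.95 (adjusted p = 0.0145, limma). Without PLM replicate 1, 2 or 3 its mean passes the limit, and its adjusted p-value was 0.0843, 0.0859 or 0.0588. After rescaling TPM without the mitochondrial genes its log2 fold change was -1.06 (adjusted p = 0.05655, limma). For each of the 5 genes every PLM sample was below every SNI sample.

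**Figure D4:**
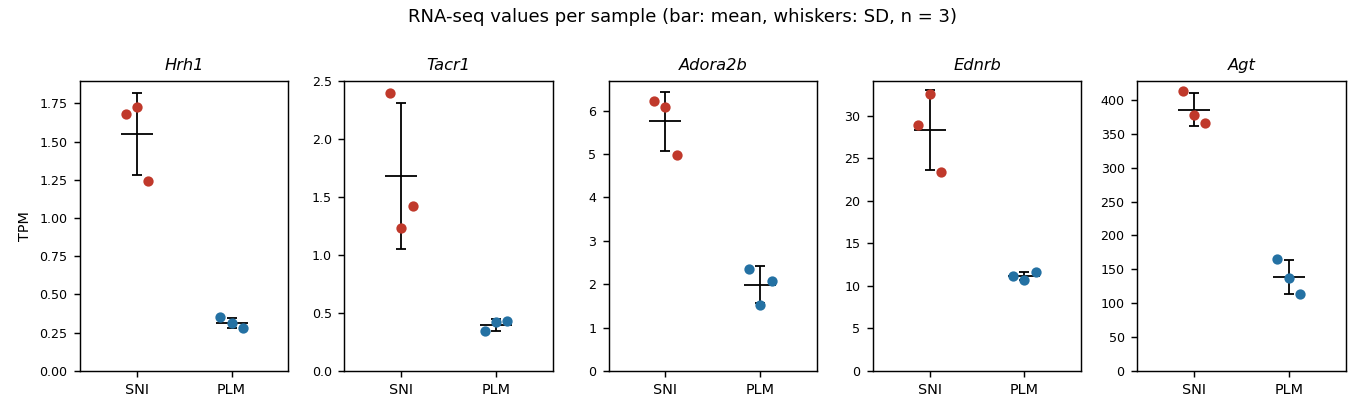
TPM of Hrh1, Tacr1, Adora2b, Ednrb and Agt in the 3 SNI and 3 PLM samples. Points are samples, the bar is the mean and the whiskers are the SD, and the axes start at 0.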

Notably, pathway analysis of these downregulated genes highly enriched “Calcium signaling pathway” among the most significant categories (Figure 5H). PL efficiently restored the increase of Hrh1, Tacr1, Adora2b, Ednrb, and Agt in the calcium signaling pathway caused by NP (Figure 5I). Due to accumulated evidence revealing that an aberrantly activated calcium signaling pathway could evoke the NP (Finnerup et al., 2021), our above analysis highlighted a pivotal role of the combination of paeoniflorin and liquiritin in relief of NP through not only balancing the lipid metabolism in both direct and indirect ways but also reversing the dysfunctional activation of the calcium signaling pathway.

## Disccusion

This study presents data to support the anti-NP potential mechanism of PL, the principal active constituents of Shaoyao Gancao decoction (a classical formula that originated in the Han Dynasty for pain relief). Although a few anti-NP mechanisms involved in paeoniflorin or liquiritin have been explored (Zhang et al., 2017; Zhou et al., 2019), and a biomolecular network–based study showed PL may alleviate NP by inhibiting neuroinflammation through reducing the expression and activity of the CCL5-CCR5-GNAI1-SRC-PIK3CA-AKT signal axis (Guo et al., 2020), these studies were mostly limited to exploring molecular targets in traditional methods or combined with network pharmacology, which was hardly to interpret the pharmacological mechanisms thoroughly. Taking advantage of the prospective characteristics of multi-omics integration, lipidomics and transcriptomics were employed to provide the systematic perturbation of PL on NP.

The role of lipids in NP has gained attention in recent years. It was shown that lipid metabolism such as neuropathic-ceramide metabolism was altered in the dorsal horn of rats with NP (Langeslag and Kress, 2020). The increase of PC (16:0/20:4) level in the dorsal root ganglion was associated with NP (Mihara et al., 2019). LPC (18:1) and LPC (16:0), as well as the linoleic acid metabolite, were significantly increased in the dorsal root ganglion and spinal cord tissue of peripheral NP animals as revealed by lipidomics (Rimola et al., 2020). In this study, UPLC-TQ-MS based lipidomics was employed to analyze eight classes of lipids. The increase in PC (16:1/18:3), PC (18:3/16:2), PC (O-16:0e/16:0), PC (O-16:1/16:0p), and PC (O-16:0e/18:1) and the decrease in LPC (O-20:1p) in serum sample were observed in the SNI group, and these lipids were adjusted to nearly normal levels by PL. Meanwhile the levels of PC (O-32:1) and LPC (20:3) in spinal cord samples increased in the SNI group and decreased after PL treatment. As a group of bioactive lipids, glycerophospholipids (i.e., PC and PE) can form corresponding lysophospholipids (i.e., LPC and LPE) under the catalytic influence of phospholipase D and phospholipase A2 (PLA2) and under varying pathophysiological conditions (Liu et al., 2020). The above PCs presented in serum and the spinal cord may be closely related to NP development. However, the role of LPCs is complicated, with both pro-inflammatory and anti-inflammatory properties (Knuplez and Marsche, 2020). Both pro-inflammatory and anti-inflammatory cytokines have been proven to exert important roles in NP (Sommer et al., 2018). LPC (20:3) in the spinal cord is probably a pro-inflammatory lipid while LPCs in serum may exhibit anti-inflammatory effect. Cers are the breakdown products of SM, and Cers are reported to trigger strong proinflammatory response. Cer (d18:1/24:1) was observed to be increased in NP and could be attenuated by PLM and PLH. Therefore, we hypothesized that PL-mediated reversionary effects of LPC and Cers could provide a potential explanation for the previously reported relief of NP by PL through suppression of neuroinflammation. TGs were found to be the risk factor of chronic pain (Sibille et al., 2016). The elevated concentrations of TG (18:0/18:1/20:4) and TG (20:0/20:0/20:4) in the SNI group may be associated with the occurrence of NP and could be regulated by PL. Taken together, PL may ameliorate NP by targeting lipid metabolism.

To validate and further lend credence to the lipidomics findings, transcriptomics was performed. Since the transcriptome of any biological system is cell- or tissue-specific, and the development of NP requires mechanisms that extend from the periphery to the spinal cord (Cohen and Mao, 2014), our choice of sample provided the relevant information pertaining to the spinal cord site. 

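The paper's Supplementary Table S3 lists 21 GO terms on lipids, and in the paper's test 3 of them had an adjusted p-value under 0.05. For the paper's first term, response to lipid, the paper counts 37 of 230 genes in its study set and 1342 of 24558 in its population, with the paper's adjusted p-value of 2.65e-05. The paper's study set of 230 genes is smaller than its number of downregulated genes. In the comparison of PLM with SNI made here, 220 loci were called lower, of which 182 have a gene symbol and 38 are loci from the assembly without one. GO terms were not tested here.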

GO enrichment analysis for biological process associated with lipid includes responses to lipid, cellular lipid metabolic process, and lipid metabolic process (Supplementary Table S3), which highlights the importance of lipid metabolism in NP treatment. Pathway analysis also indicated that the calcium signaling pathway may play a critical role in the treatment of NP with PL.

Integrated analysis may provide a better understanding of PL therapy. Lipidomics and transcriptomics analysis revealed that lipid metabolism was of greatest impact and the calcium signaling pathway was most significant. Ca2+ could interact with lipid metabolism in several different ways. Calcium homeostasis and lipid metabolism were associated in present knowledge since Ca2+ could be stored in the endoplasmic reticulum, which is also a large, dynamic structure for lipid metabolism (Schwarz and Blower, 2016; Szymański et al., 2017). As two key second messengers, Ca2+ and signaling lipids, although extremely different in nature, play critical and often synergistic roles in signaling cascades. PKCs are perfectly designed to accurately decode all the attributes of the second two messengers. PKCs can combine the ability to read-out simultaneous lipid and Ca2+ signals and then convey the signaling content to downstream processes (Lipp and Reither, 2011). The spinal cord is the first relay site of the central nervous system to transmit nociceptive information (Zhuo et al., 2011). When NP occurs, the activated presynaptic neurons release numerous excitatory neurotransmitters to bind with specific receptors on the postsynaptic membrane. Stimulated membrane-bound receptors trigger intracellular Ca2+ influx and activate intracellular Ca2+-dependent downstream signal transduction pathways. In case of Gi protein-coupled receptors, following activation and dissociation of Gαβγ protein, Gβγ subunits can activate PLC which hydrolyses phosphatidylinositol-4,5-bisphosphate to inositol 1,4,5-trisphosphate (IP3) (Celik et al., 2016). Consequently, IP3 activates IP3R in the endoplasmic reticulum to mobilize intracellular Ca2+ (Samways and Henderson, 2006). In addition to IP3, PLC also generates diacylglycerol, diacylglycerol, and/or Ca2+ activate PKC, which can promote the activation of transcription factors, such as CREB, to further enhance pain transmission (Bao et al., 2021). Therefore, PL may alleviate NP by coordinating the calcium signaling and lipid metabolism to suppress PKC signaling transduction (Figure 6). Our results suggest that lipid and transcriptional changes provided useful information to better understand the therapeutic effect and mechanism of PL for NP.

**FIGURE 6:**
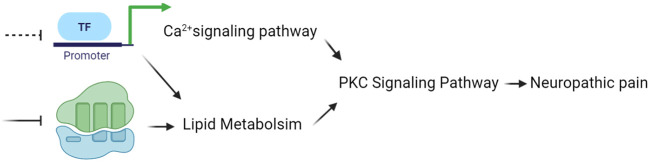
Working model of PL. PL may alleviate neuropathic pain by coordinating the calcium signaling and lipid metabolism to suppress PKC signaling transduction. PL, paeoniflorin and liquiritin combination.

## Conclusion

This study demonstrated the effect of PL against NP. Integrated lipidomics and transcriptomics revealed that anti-NP may be related to sphingolipid metabolism, glycerophospholipid metabolism, glycerolipid metabolism, and the calcium signaling pathway. Lipid metabolism and calcium signaling coordination may account for the major mechanism of PL for NP treatment. Altogether, this work provided new insights into the mechanism of PL in NP treatment, and suggested that the lipidomics and transcriptomics integration may be helpful to clarify the drug effect on NP.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, GSE205906.

## References

[B1] BaoY. N.DaiW. L.FanJ. F.MaB.LiS. S.ZhaoW. L. (2021). The dopamine D1-d2dr complex in the rat spinal cord promotes neuropathic pain by increasing neuronal excitability after chronic constriction injury. Exp. Mol. Med. 53, 235–249. 10.1038/s12276-021-00563-5 33558591PMC8080784

[B2] CelikM.LabuzD.HenningK.Busch-DienstfertigM.Gaveriaux-RuffC.KiefferB. L. (2016). Leukocyte opioid receptors mediate analgesia via Ca(2+)-regulated release of opioid peptides. Brain Behav. Immun. 57, 227–242. 10.1016/j.bbi.2016.04.018 27139929

[B3] ChaparroL. E.WiffenP. J.MooreR. A.GilronI. (2012). Combination pharmacotherapy for the treatment of neuropathic pain in adults. Cochrane Database Syst. Rev. 2012, Cd008943. 10.1002/14651858.CD008943.pub2 PMC648165122786518

[B4] ChaplanS. R.BachF. W.PogrelJ. W.ChungJ. M.YakshT. L. (1994). Quantitative assessment of tactile allodynia in the rat paw. J. Neurosci. Methods 53, 55–63. 10.1016/0165-0270(94)90144-9 7990513

[B5] CohenS. P.MaoJ. (2014). Neuropathic pain: Mechanisms and their clinical implications. Bmj 348, F7656. 10.1136/bmj.f7656 24500412

[B6] CollocaL.LudmanT.BouhassiraD.BaronR.DickensonA. H.YarnitskyD. (2017). Neuropathic pain. Nat. Rev. Dis. Prim. 3, 17002. 10.1038/nrdp.2017.2 28205574PMC5371025

[B7] DecosterdI.WoolfC. J. (2000). Spared nerve injury: An animal model of persistent peripheral neuropathic pain. Pain 87, 149–158. 10.1016/S0304-3959(00)00276-1 10924808

[B8] EcheverryS.ShiX. Q.YangM.HuangH.WuY.LorenzoL. E. (2017). Spinal microglia are required for long-term maintenance of neuropathic pain. Pain 158, 1792–1801. 10.1097/j.pain.0000000000000982 28746078

[B9] FinnerupN. B.KunerR.JensenT. S. (2021). Neuropathic pain: From mechanisms to treatment. Physiol. Rev. 101, 259–301. 10.1152/physrev.00045.2019 32584191

[B10] GuoQ.LiW.WangC.MaoX.WangX.ChenW. (2020). Biomolecular network-based synergistic drug combination discovery: A combination of paeoniflorin and liquiritin alleviates neuropathic pain by inhibiting neuroinflammation via suppressing the chemokine signaling pathway. Signal Transduct. Target. Ther. 5, 73. 10.1038/s41392-020-0160-8 32439892PMC7242454

[B11] HuB.XuG.ZhangX.XuL.ZhouH.MaZ. (2018). Paeoniflorin attenuates inflammatory pain by inhibiting microglial activation and akt-NF-κb signaling in the central nervous system. Cell. Physiol. biochem. 47, 842–850. 10.1159/000490076 29807368

[B12] KarczewskiK. J.SnyderM. P. (2018). Integrative omics for health and disease. Nat. Rev. Genet. 19, 299–310. 10.1038/nrg.2018.4 29479082PMC5990367

[B13] KnuplezE.MarscheG. (2020). An updated review of pro- and anti-inflammatory properties of plasma lysophosphatidylcholines in the vascular system. Int. J. Mol. Sci. 21, E4501. 10.3390/ijms21124501 32599910PMC7350010

[B14] LangeslagM.KressM. (2020). The ceramide-S1p pathway as A druggable target to alleviate peripheral neuropathic pain. Expert Opin. Ther. Targets 24, 869–884. 10.1080/14728222.2020.1787989 32589067

[B15] LippP.ReitherG. (2011). Protein kinase C: The "masters" of calcium and lipid. Cold Spring Harb. Perspect. Biol. 3, a004556. 10.1101/cshperspect.a004556 21628429PMC3119906

[B16] LiuP.ZhuW.ChenC.YanB.ZhuL.ChenX. (2020). The mechanisms of lysophosphatidylcholine in the development of diseases. Life Sci. 247, 117443. 10.1016/j.lfs.2020.117443 32084434

[B17] MiharaY.HorikawaM.SatoS.EtoF.HanadaM.BannoT. (2019). Lysophosphatidic acid precursor levels decrease and an arachidonic acid-containing phosphatidylcholine level increases in the dorsal root ganglion of mice after peripheral nerve injury. Neurosci. Lett. 698, 69–75. 10.1016/j.neulet.2018.12.035 30593874

[B18] PattiG. J.YanesO.ShriverL. P.CouradeJ. P.TautenhahnR.ManchesterM. (2012). Metabolomics implicates altered sphingolipids in chronic pain of neuropathic origin. Nat. Chem. Biol. 8, 232–234. 10.1038/nchembio.767 22267119PMC3567618

[B19] RimolaV.HahnefeldL.ZhaoJ.JiangC.AngioniC.SchreiberY. (2020). Lysophospholipids contribute to oxaliplatin-induced acute peripheral pain. J. Neurosci. 40, 9519–9532. 10.1523/JNEUROSCI.1223-20.2020 33158961PMC7724144

[B20] SamwaysD. S.HendersonG. (2006). Opioid elevation of intracellular free calcium: Possible mechanisms and physiological relevance. Cell. Signal. 18, 151–161. 10.1016/j.cellsig.2005.08.005 16199136

[B21] SchwarzD. S.BlowerM. D. (2016). The endoplasmic reticulum: Structure, function and response to cellular signaling. Cell. Mol. Life Sci. 73, 79–94. 10.1007/s00018-015-2052-6 26433683PMC4700099

[B22] SibilleK. T.Steingrímsdóttir ÓA.FillingimR. B.StubhaugA.SchirmerH.ChenH. (2016). Pain Res. Manag. 2016, 7657329. 10.1155/2016/7657329Investigating The Burden Of Chronic Pain: An Inflammatory And Metabolic Composite 27445627PMC4909918

[B23] SommerC.LeindersM.ÜçeylerN. (2018). Inflammation in the pathophysiology of neuropathic pain. Pain 159, 595–602. 10.1097/j.pain.0000000000001122 29447138

[B24] SzymańskiJ.JanikiewiczJ.MichalskaB.Patalas-KrawczykP.PerroneM.ZiółkowskiW. (2017). Interaction of mitochondria with the endoplasmic reticulum and plasma membrane in calcium homeostasis, lipid trafficking and mitochondrial structure. Int. J. Mol. Sci. 18, E1576. 10.3390/ijms18071576 28726733PMC5536064

[B25] YangK.HanX. (2016). Lipidomics: Techniques, applications, and outcomes related to biomedical sciences. Trends biochem. Sci. 41, 954–969. 10.1016/j.tibs.2016.08.010 27663237PMC5085849

[B26] YinD.LiuY. Y.WangT. X.HuZ. Z.QuW. M.ChenJ. F. (2016). Paeoniflorin exerts analgesic and hypnotic effects via adenosine A1 receptors in A mouse neuropathic pain model. Psychopharmacol. Berl. 233, 281–293. 10.1007/s00213-015-4108-6 26514553

[B27] ZhangM. T.WangB.JiaY. N.LiuN.MaP. S.GongS. S. (2017). Neuroprotective effect of liquiritin against neuropathic pain induced by chronic constriction injury of the sciatic nerve in mice. Biomed. Pharmacother. 95, 186–198. 10.1016/j.biopha.2017.07.167 28843150

[B28] ZhouD.ZhangS.HuL.GuY. F.CaiY.WuD. (2019). Inhibition of apoptosis signal-regulating kinase by paeoniflorin attenuates neuroinflammation and ameliorates neuropathic pain. J. Neuroinflammation 16, 83. 10.1186/s12974-019-1476-6 30975172PMC6458750

[B29] ZhuoM.WuG.WuL. J. (2011). Neuronal and microglial mechanisms of neuropathic pain. Mol. Brain 4, 31. 10.1186/1756-6606-4-31 21801430PMC3163530

# Supplementary material for: Combination of paeoniflorin and liquiritin alleviates neuropathic pain by lipid metabolism and calcium signaling coordination
**Source:** Front Pharmacol. 2022 Sep 7;13:944386. doi: 10.3389/fphar.2022.944386
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

**Supplementary Figure 1.** OPLS-DA plots of JA group and SNI group in serum samples (A) and tissue samples (B). Validation plots for OPLS-DA model in serum samples (C) and tissue samples (D). JA: sham operated group, SNI: spared nerve injury group.

## Supplementary Tables

**Supplementary Table 1.** The information of the identified lipids in the biological samples for constructing the database on the LC-MS platform

**Supplementary Table 2.** Potential targets of paeoniflorin and liquiritin

| MyList | Gene ID | MyList | Gene ID | MyList | Gene ID | MyList6 | Gene ID |
| --- | --- | --- | --- | --- | --- | --- | --- |
| CYP19A1 | 1588 | PTPN2 | 5771 | CA7 | 766 | IRAK4 | 51135 |
| SLC5A1 | 6523 | ESR1 | 2099 | PLA2G1B | 5319 | FOLH1 | 2346 |
| SLC5A2 | 6524 | ESR2 | 2100 | PNP | 4860 | DHODH | 1723 |
| TYR | 7299 | MMP1 | 4312 | AMPD3 | 272 | LDHA | 3939 |
| SLC5A4 | 6527 | MMP7 | 4316 | PIM1 | 5292 | LDHB | 3945 |
| ADORA1 | 134 | MMP8 | 4317 | DYRK2 | 8445 | PLA2G2A | 5320 |
| EIF4A1 | 1973 | CA4 | 762 | RXRA | 6256 | PLA2G5 | 5322 |
| EPHX2 | 2053 | TERT | 7015 | HCAR2 | 338442 | PLA2G10 | 8399 |
| SLC28A3 | 64078 | SLC29A1 | 2030 | RARS | 5917 | YARS | 8565 |
| PTGS1 | 5742 | AKR1B1 | 231 | PTPN1 | 5770 | PIK3CA | 5290 |
| MAOB | 4129 | ADORA2B | 136 | TYMS | 7298 | SLC10A2 | 6555 |
| CYP1B1 | 1545 | CA14 | 23632 | KDM3A | 55818 | CASP3 | 836 |
| ADORA3 | 140 | CA3 | 761 | AKR1B10 | 57016 | HRAS | 3265 |
| TAS2R31 | 259290 | CA6 | 765 | KDM4C | 23081 | CASP6 | 839 |
| ABCC1 | 4363 | CA13 | 377677 | AKR1C3 | 8644 | CASP7 | 840 |
| HSD17B1 | 3292 | CA5B | 11238 | PYGL | 5836 | CASP8 | 841 |
| SHBG | 6462 | ABCB1 | 5243 | TTR | 7276 | CASP1 | 834 |
| CBR1 | 873 | CA5A | 763 | IGFBP3 | 3486 | CASP2 | 835 |
| MMP13 | 4322 | CA2 | 760 | SERPINE1 | 5054 | CHIA | 27159 |
| MMP12 | 4321 | CA1 | 759 | GRM5 | 2915 | PARP1 | 142 |
| ABCG2 | 9429 | AGTR1 | 185 | MAPK8 | 5599 | PRKACA | 5566 |
| CA12 | 771 | CES1 | 1066 | TYMP | 1890 | GART | 2618 |
| ADORA2A | 135 | CES2 | 8824 | BACE1 | 23621 | EGFR | 1956 |
| SRD5A1 | 6715 | ALB | 213 | MGMT | 4255 | PYGM | 5837 |
|  |  | SLC28A2 | 9153 | ATIC | 471 | PPARG | 5468 |

**Supplementary Table 3.** GO enrichment analysis table of biological process associated with lipid

| GO ID | Term Type | Description | Ratio_in_study | Ratio_in_pop | Pvalue | Padjust |
| --- | --- | --- | --- | --- | --- | --- |
| GO:0033993 | BP | response to lipid | 37/230 | 1342/24558 | 3.48E-09 | 2.65E-05 |
| GO:0044255 | BP | cellular lipid metabolic process | 23/230 | 999/24558 | 7.01E-05 | 0.016308 |
| GO:0006629 | BP | lipid metabolic process | 26/230 | 1256/24558 | 0.000205 | 0.035184 |
| GO:0034368 | BP | protein-lipid complex remodeling | 3/230 | 27/24558 | 0.002009 | 0.163529 |
| GO:0071396 | BP | cellular response to lipid | 14/230 | 671/24558 | 0.00619 | 0.31917 |
| GO:0071825 | BP | protein-lipid complex subunit organization | 3/230 | 43/24558 | 0.007595 | 0.361766 |
| GO:0008610 | BP | lipid biosynthetic process | 11/230 | 513/24558 | 0.009351 | 0.361766 |
| GO:0045834 | BP | positive regulation of lipid metabolic process | 6/230 | 195/24558 | 0.010341 | 0.380124 |
| GO:0046889 | BP | positive regulation of lipid biosynthetic process | 4/230 | 103/24558 | 0.016115 | 0.509271 |
| GO:0033700 | BP | phospholipid efflux | 2/230 | 21/24558 | 0.016313 | 0.509271 |
| GO:1902068 | BP | regulation of sphingolipid mediated signaling pathway | 1/230 | 2/24558 | 0.018644 | 0.510076 |
| GO:0046890 | BP | regulation of lipid biosynthetic process | 6/230 | 228/24558 | 0.0208 | 0.551197 |
| GO:0019216 | BP | regulation of lipid metabolic process | 9/230 | 431/24558 | 0.020845 | 0.551411 |
| GO:0006644 | BP | phospholipid metabolic process | 8/230 | 374/24558 | 0.025195 | 0.608803 |
| GO:0046486 | BP | glycerolipid metabolic process | 8/230 | 377/24558 | 0.026254 | 0.608803 |
| GO:1900130 | BP | regulation of lipid binding | 1/230 | 3/24558 | 0.027836 | 0.608803 |
| GO:1900131 | BP | negative regulation of lipid binding | 1/230 | 3/24558 | 0.027836 | 0.608803 |
| GO:0050994 | BP | regulation of lipid catabolic process | 3/230 | 72/24558 | 0.030146 | 0.639086 |
| GO:0050995 | BP | negative regulation of lipid catabolic process | 2/230 | 33/24558 | 0.038123 | 0.721155 |
| GO:0090218 | BP | positive regulation of lipid kinase activity | 2/230 | 36/24558 | 0.044669 | 0.782876 |
| GO:1903725 | BP | regulation of phospholipid metabolic process | 3/230 | 88/24558 | 0.04982 | 0.828765 |

How the deposited data were processed for this re-analysis (not part of the article)

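RNA sequencing of the ipsilateral lumbar spinal cord was analysed for 9 rats in 3 groups of 3: sham-operated rats given saline (JA), rats with spared nerve injury given saline (SNI) and injured rats given the middle dose of paeoniflorin and liquiritin (PLM). Samples were grouped by their names, and each sample is 1 replicate of its group. According to the paper's methods, the authors removed adaptors and reads of quality under 20, mapped the reads with HISAT2 version 2.0 and computed expression with StringTie, and called genes with DESeq2. The genome build is not stated. The authors deposited 1 table of TPM values, scaled for gene length and to a fixed total in each sample and rounded to 2 decimals. The unit is not stated there and was read from the values, since each sample's total is between 999999.6 and 1000000.4. TPM keeps no read depth, so the depth per sample and the counting error it gives are unknown, and tests made for counts were not used. Of the 34890 loci listed, 32850 have a gene name, and 195 names are listed for more than 1 locus, so genes were followed by their identifiers.

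Groups were compared in pairs (PLM with SNI, SNI with JA and PLM with JA) on log2(TPM + 1) with limma version 3.58.1 in R version 4.3.3, with a variance trend and no covariate, for loci with a mean of at least 1 TPM over the 6 samples fitted. Genes were called at an unadjusted p-value under 0.05 and an absolute log2 fold change above 1, and the number at a Benjamini-Hochberg adjusted p-value under 0.05 was given beside it. Sample correlations are Pearson's r over the genes tested. Errors are SD over 3 samples.

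Genes were named by a rule: each gene whose RNA or protein change the paper names (Hrh1, Tacr1, Adora2b, Ednrb, Agt, Agpat4, Plpp3, Lpcat4, Etnppl, Gfap and Aif1), and in PLM versus SNI the 5 lower and 5 higher genes with the smallest p-values among those past both thresholds with a gene symbol, at least 1 TPM in the higher group and no overlap between the groups.

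There were 18 gene lists. The paper's predicted targets of the drugs are 1 list, of which 95 of 99 names matched the table. The others were written from general knowledge: calcium signaling, glycerolipid and glycerophospholipid metabolism, sphingolipid metabolism, circadian clock genes, glucocorticoid-induced genes, immediate early genes, nerve injury response genes, posterior Hox genes, and markers of astrocytes, neurons, oligodendrocytes, microglia, Schwann cells, ependymal cells, endothelium, meninges and fibroblasts, and blood cells. Lists were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the 18 lists, and with fry. The overlap of lists with called genes was tested with Fisher's exact test. The calling of genes and lists was tested on simulated data.

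The alternatives tried were other thresholds, no filter and a stricter filter (1 TPM in every sample), a pseudocount of 0.1, quantile normalization, a fit to all 9 samples, the replicate number as a block, and leaving out each sample in turn. For lists these also included camera with the correlation estimated from the samples, and for correlations Spearman's rho. Median-centred values, TPM rescaled without the 13 mitochondrial protein genes, and Ensembl genes only were added after the data had been seen. A DESeq2 fit was planned for the case of counts and was not run. Lipid levels, behaviour, protein and qPCR measurements, and GO and KEGG annotations were not analysed here. The result of 1 further test, chosen after the data had been seen, is not reported.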

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

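The tests of explanations in this part were all chosen after the results were seen.

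The mitochondrial protein genes, which the paper does not discuss, took 31.97% ± 0.766 of TPM in PLM, 24.6% ± 1.302 in SNI and 29.1% ± 3.75 in JA (SD, n = 3). By mean all 13 genes were higher in PLM than in SNI. For 10 of the 13 every PLM sample was above every SNI sample, where chance gives 10% for no overlap either way. These genes were not shown to vary independently, so they cannot be counted as separate trials. JA replicate 2 reached 32.82%, close to the PLM samples with no drug and no injury, so variation between samples unrelated to the treatment cannot be told apart from an effect of it with 3 samples in each group. Read depth and RNA quality were not analysed here. Because TPM has a fixed total, a larger share lowers all other genes. After rescaling without these genes the median log2 fold change in PLM versus SNI was -0.0842 in place of -0.21, and between -0.11 and -0.07 with each sample left out. Without the 20, 100 or 500 most abundant loci the median was -0.08, -0.06 and -0.0285, and the last stayed between -0.05 and -0.01 with each sample left out. Of the 10 splits of the 6 samples, 1 (the real one) gave a median as large on TPM as deposited, and the largest of the others was 0.11. After rescaling without the mitochondrial genes it was also 1, with the largest of the others at 0.07, and without the 500 most abundant loci it was 2, with the largest of the others at 0.04. A larger share of the mitochondrial genes or of the most abundant loci may account for most of the shift, and whether for the whole of it cannot be told apart, since what remains is close to the medians of other splits. An effect of the drugs on mitochondrial RNA stays open and was not tested.

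The list of astrocyte markers, which the paper does not test as a set, had a median log2 fold change of -1.3536 in PLM versus SNI, with 20 of 20 genes lower and 19 at an adjusted p-value under 0.05 over all genes and over the list alone (adjusted p = 9.46e-15 with limma's camera, 0.00636 with fry and 0.352 with the correlation estimated). Of the 20 genes, 18 were among the called lower genes (adjusted p = 1.743e-31, Fisher's exact test), and 12 on median-centred values (adjusted p = 1.392e-21, Fisher's exact test). The mean of the list on the log2 scale was 5.943 ± 0.6214 in JA, 6.441 ± 0.1529 in SNI and 5.097 ± 0.1593 in PLM (SD, n = 3), and JA replicate 3, an untreated sample, was at 5.271. No gene of this list is in another list. Whether lower genes of the calcium and lipid lists are also expressed in astrocytes was not tested, so their fall is not shown to be separate. Of the 10 splits of the 6 samples, 1 gave as small a p-value. The shift of all genes is not the cause of most of it, since the median on median-centred values was -1.1063. Less spinal cord tissue in the PLM samples would lower neuron markers alike, but the astrocyte median was -1.1165 relative to the neuron median, between -1.27 and -1.0016 with each sample left out. Relative to the oligodendrocyte and microglia medians it was -1.21 and -1.41, and relative to the Schwann cell median -0.75, up to -0.01 with a sample left out. More meninges would raise meningeal and fibroblast markers, whose median on centred values was -0.2890. An equal fall of every marker is not what the values show, since Cochran's Q over the 19 markers with a mean of at least 10 TPM was 103.6, above the largest of 1000 simulations (42.9), with log2 fold changes from -1.95 for Slc1a2 to -0.80 for Aldoc, 2 genes chosen after their values were seen. What stays open is an effect of the drugs on astrocyte transcripts, which was not tested, fewer astrocytes in the PLM samples with an uneven loss or with markers partly expressed in other cells, and variation of the kind seen among the JA samples.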

How the results depend on the processing

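Median-centred values, TPM rescaled without mitochondrial genes, Ensembl genes only and fry on centred values were chosen after seeing the data. A DESeq2 fit was not run. In PLM versus SNI, Hrh1 has a mean under 1 TPM over the 6 samples. There it has values only with no filter, without PLM replicate 1, 2 or 3 and after rescaling without mitochondrial genes, with log2 fold changes of -0.95, -0.97, -0.95, -0.93 and -1.06. In that comparison Tacr1 has no value without SNI replicate 1 or 3. In SNI versus JA, Hrh1 has none without SNI replicate 1 or 2 or with all 9 samples in one fit. The read depth is unknown, so its effect on genes with low TPM was not assessed. Unless a cause is given, the cause was not tested.

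In PLM versus SNI the number of genes lower past both thresholds was 220. It was 548 at an adjusted p-value under 0.05 with a fold change over 1.5, 119 after quantile normalization, 102 on median-centred values, and 92 on these at the adjusted threshold with a fold change over 1.5. With 1 sample left out it was from 198 to 252. The number higher was 35, and it was 6 and 17 at the 2 adjusted thresholds, 23 with no filter, 13 with the stricter filter, 54 with a pseudocount of 0.1, 64 on median-centred values, 54 after rescaling without mitochondrial genes, and 11 on centred values at the adjusted threshold with a fold change over 1.5. With 1 sample left out it was from 21 (without SNI replicate 1) to 42. The number at an adjusted p-value under 0.05 was 2148, and it was 1258 with no filter, 155 after quantile normalization, 471 with all 9 samples in one fit, 126 on median-centred values and 283 after rescaling. With 1 sample left out it was from 275 (without PLM replicate 2) to 1494, where fewer samples are tested.

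In SNI versus JA the number of genes lower was 30 and the number higher 77. Both were 0 at the 2 adjusted thresholds (0 and 0 lower, 0 and 0 higher), where 154 lower and 950 higher genes had an unadjusted p-value under the threshold. With the stricter filter 7 were lower and 33 higher. With Ensembl genes only 19 were lower, since the assembled loci are left out. After quantile normalization 45 and on centred values 38 were higher. The number at an adjusted p-value under 0.05 was 0, 1 with no filter, and from 1 to 8 (without SNI replicate 2) with 1 sample left out. In PLM versus JA 101 genes were lower, and 2 at each adjusted threshold (2 and 2), 57 with the stricter filter, 158 with a pseudocount of 0.1, 58 after quantile normalization, 47 on centred values and from 75 to 181 (without JA replicate 3) with 1 sample left out. The number higher was 43, 1 at each adjusted threshold (1 and 1) and 14 with the stricter filter. The number at an adjusted p-value under 0.05 was 3, 1 with no filter, 5 with a pseudocount of 0.1, 1 with all 9 samples in one fit and from 3 to 22 (without JA replicate 3) with 1 sample left out.

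With the replicate block the number at an adjusted p-value under 0.05 was 152 in PLM versus SNI and 1 in PLM versus JA. The replicate numbers were not shown to pair the samples: the residual correlations between samples of equal number were 0.03, -0.02 and -0.01 for PLM and SNI, 0.12, -0.05 and 0.06 for SNI and JA, and -0.02, -0.01 and 0.11 for PLM and JA.

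Agpat4 and Lpcat4 reversed to log2 fold changes of 0.0568 and 0.0036 after quantile normalization and 0.1190 and 0.0274 on median-centred values, settings that take out the shift of all genes. Gfap in SNI versus JA reversed to -0.0754 after quantile normalization and was from -0.3004 (without JA replicate 3) to 0.1909 with 1 sample left out, and was also below 0 without SNI replicate 2. For the named genes in PLM versus SNI, 31 other values lost the adjusted threshold, 2 gained it and 181 kept direction and side.

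For the lists in PLM versus SNI the values are adjusted p-values from limma's camera unless fry is named. Calcium signaling was at 0.7809 with the correlation estimated, 0.4559 with fry on centred values and from 0.0002854 to 0.06002 (without SNI replicate 1) with 1 sample left out. The glycerolipid and glycerophospholipid list was at 0.6595 with the correlation estimated, and from 0.0006594 to 0.005178 with 1 sample left out. Sphingolipid metabolism was at 0.01822 with fry, 0.01677 with no filter, from 0.03873 (without SNI replicate 3) to 0.2545 with 1 sample left out, and reversed with fry on centred values (0.881). The predicted targets were at 0.00636 with fry. The following reversed, none of them past the threshold under the setting that reversed it. Before the reversal, camera's direction was lower for neuron markers, meningeal and fibroblast markers and glucocorticoid-induced genes. It was higher for the other lists named next. With fry these were Schwann cell markers (0.648), clock genes (0.07701), ependymal markers (0.6315), immediate early genes (0.648), nerve injury response genes (0.3102), oligodendrocyte markers (0.2275) and posterior Hox genes (0.07854). On median-centred values these were Schwann cell markers (0.4415, fry 0.881), clock genes (0.9401) and neuron markers (0.9335, fry 0.8777), and neuron markers also with the stricter filter (0.9564). With 1 sample left out, Schwann cell markers were from 0.003882 to 0.8255 (reversed without PLM replicate 3), ependymal markers from 0.009387 to 0.3398 (reversed without SNI replicate 1), glucocorticoid-induced genes from 0.2869 to 0.9829 (reversed without PLM replicate 2), meningeal and fibroblast markers from 0.1724 to 0.8683 (reversed without SNI replicate 2), neuron markers from 0.05479 to 0.9567 (reversed without SNI replicate 1 or 3 and without PLM replicate 3) and posterior Hox genes from 0.3315 to 0.8427 (reversed without SNI replicate 2). Of the other list values, 21 lost the threshold and 11 gained it. In SNI versus JA calcium signaling was at 0.3793 with fry, 0.7288 with the correlation estimated and from 4.617e-05 to 0.07608 (without JA replicate 3) with 1 sample left out. The predicted targets reversed with fry (0.3793), and ependymal markers were from 3.582e-05 to 0.8349 (reversed without SNI replicate 1). Of the other list values in SNI versus JA, 21 lost the threshold.

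The median correlation between samples was 0.9586 for all 9 samples and 0.9596 for SNI and PLM. It was 0.9750 and 0.9753 with no filter, 0.9827 and 0.9835 with the stricter filter, 0.9232 and 0.9213 with a pseudocount of 0.1, and 0.9531 and 0.9548 with Spearman's rho. The correlation of the SNI changes with the PLM changes was -0.5000, was -0.0608 with disjoint SNI samples, where the contrasts no longer share samples, and was from -0.6060 (without SNI replicate 3) to -0.3659 (without JA replicate 3) with 1 sample left out.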

Differences from the paper's values

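The alternatives below were set before the data were examined unless said otherwise, and no test of a cause was made.

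For PLM versus SNI the paper counts 556 genes lower and 127 higher, and here 220 were lower and 35 higher at the thresholds of the paper's methods. With an adjusted p-value under 0.05 and a fold change over 1.5, 548 genes were lower against the paper's 556, while 17 were higher against the paper's 127. Taken singly, no other alternative set before the data were examined came within 1.5 times the paper's number of lower genes. The nearest was a pseudocount of 0.1 with 328, and quantile normalization was the farthest with 119. At the adjusted p-value under 0.05 and fold change over 1.5, combined with another setting, the number of lower genes varied. It was 581 with the stricter filter, 437 with no filter and 693 with a pseudocount of 0.1. It was 151 with the replicate block and 107 after quantile normalization. With 1 sample left out it was from 217 (without SNI replicate 1) to 474. For the higher genes none of these alternatives closed the gap, and the nearest was again a pseudocount of 0.1 with 54. On median-centred values, a setting chosen after seeing the values, 102 were lower and 64 higher, which did not close either gap.

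The paper places Agpat4 and Lpcat4 with Plpp3 and Etnppl among genes changed by the drugs. Here the log2 fold changes of Agpat4 and Lpcat4 were -0.13 and -0.22 (adjusted p = 0.115 and 0.158, limma), and no setting run brought either past the adjusted threshold. Etnppl and Tacr1, at -0.98 and -0.92, were under the threshold on the fold change, and with a pseudocount of 0.1 they were at -1.44 and -1.79. Hrh1 was under the limit on TPM, and its log2 fold change was -1.06 after rescaling without mitochondrial genes, a setting chosen after seeing the values.

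The paper finds lipid metabolism enriched among the lower genes. Here 2 of the 95 glycerolipid and glycerophospholipid genes tested and 0 of the 41 sphingolipid genes were called lower, while calcium signaling held 8 of 132, and 2 of 132 on median-centred values, a setting chosen after seeing the values. These lists are not the paper's GO terms.

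In the paper's Fig. 5I, the level in the treated group lies between that of the sham and the injured groups for the calcium genes measured by qPCR. In the sequencing values the mean of PLM was below the mean of JA for 5 of 5 of these genes, and every PLM sample was below every JA sample for 3 of them, where chance gives 10% for no overlap either way.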

Other observations

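The tests of explanations in this part were all chosen after the results were seen.

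In SNI versus JA, 15557 genes were tested, 30 were lower and 77 higher past both thresholds, and none had an adjusted p-value under 0.05, with 154 lower and 950 higher at an unadjusted p-value under the threshold. The median log2 fold change was 0.12, and quantile normalization gave 42 lower and 45 higher. Of the 10 splits of these samples, 3 gave as many genes past both thresholds. In PLM versus JA, 15349 genes were tested, 101 were lower and 43 higher, and 2 and 1 had an adjusted p-value under 0.05. Without JA replicate 3 there were 181 lower genes and 22 at the adjusted threshold. Of the 10 splits, 1 gave as many past both thresholds and 5 as many at the adjusted threshold. In PLM versus SNI, 1 of the 10 splits, the real one, gave as many genes past both thresholds (the largest other was 138) and 1 as many at the adjusted threshold (the largest other was 5). With 3 samples against 3 the share of splits is never under 0.1.

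For Hrh1, Tacr1, Adora2b, Ednrb and Agt the JA means were 0.617, 1.05, 3.94, 20.65 and 279.8 TPM. The SNI mean was above the JA mean for all 5, with every SNI sample above every JA sample for 1 of them, and none passed an adjusted p-value of 0.05 in SNI versus JA. The paper reports higher GFAP and IBA-1 protein after injury, and that PLM restored both (Western blot and immunofluorescence). The RNA of Gfap was at 607.3 ± 202.4 TPM in JA, 587.8 ± 28.3 in SNI and 241.2 ± 22.1 in PLM (SD, n = 3), with a log2 fold change of 0.02 in SNI versus JA (adjusted p = 0.983, limma) and -1.28 in PLM versus SNI (adjusted p = 0.00396, limma). Without JA replicate 3 the log2 fold change of Gfap in SNI versus JA was -0.30. The RNA of Aif1, which encodes IBA-1, was at 79.01 ± 16.18, 61.81 ± 1.757 and 70.6 ± 7.257 TPM, with log2 fold changes of -0.33 in SNI versus JA and 0.18 in PLM versus SNI (adjusted p = 0.167, limma).

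Across 15503 genes the log2 fold changes of SNI versus JA and PLM versus SNI had a Pearson's r of -0.50. The contrasts share the SNI samples, and simulated unchanged groups gave a mean of -0.4959 with an SD of 0.0316 over 100 draws. Among 100 regroupings of the samples 47 gave a value as low. Of 105 genes called in SNI versus JA, 94 (89.5%) had the opposite sign in PLM versus SNI, against 87.0% in simulated unchanged groups. With disjoint SNI samples r was -0.06, from -0.10 to -0.0043 over 6 assignments, and 21 of 100 regroupings gave a value as low. These values give no sign of a reversal beyond the shared samples.

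For the other lists in PLM versus SNI, the median log2 fold change relative to all genes was 0.56 for blood cell markers, 0.31 for endothelial markers, 0.27 for microglia markers, 0.08 for immediate early genes and 0.18 for nerve injury response genes, with adjusted p-values from limma's camera of 4.44e-07, 4.645e-07, 4.645e-07, 0.0276 and 0.0101. None of these passed with fry on values as deposited. On median-centred values endothelial and microglia markers passed with limma's fry (adjusted p = 0.0291 and 0.0322) and with camera, blood cell markers with camera (adjusted p = 0.0374) and not with fry, and immediate early and nerve injury response genes with neither. The number of the 10 splits with as small a p-value was 2 for blood cell, 1 for endothelial, 1 for microglia, 7 for immediate early and 2 for nerve injury response genes. For the lists at the claims the numbers were 3 for calcium signaling, 1 for glycerolipid and glycerophospholipid metabolism and 3 for sphingolipid metabolism. The predicted targets had 63 genes tested, 56 lower, a relative median of -0.07 and an adjusted p-value of 0.167 with limma's camera and 0.00636 with fry, with 15 genes at the adjusted threshold (18 over the list alone) and 3 splits as small. The 3 called lower, Adora2b, Ca12 and Pygm, are named after their values were seen (adjusted p = 0.222, Fisher's exact test), and none of the targets was called lower on median-centred values. On these values 3 blood cell markers, Alas2, Hba-a1 and Hba-a2, were called higher (adjusted p = 9.187e-05, Fisher's exact test) and 2 meningeal and fibroblast markers, Igfbp2 and Slc13a3, lower (adjusted p = 0.0433, Fisher's exact test), and all but Slc13a3 are named after their values were seen. The relative medians of the lists not past the threshold with camera were -0.39 for Schwann cell, 0.06 for ependymal, -0.03 for neuron, 0.07 for oligodendrocyte and -0.33 for meningeal and fibroblast markers, -0.10 for clock genes, -0.25 for glucocorticoid-induced genes and 0.03 for posterior Hox genes. The direction with camera had the sign of the relative median except for Schwann cell markers and clock genes, which were higher with camera and lower with fry. Of the lists not past the threshold with camera, glucocorticoid-induced genes and meningeal and fibroblast markers were lower with limma's fry (adjusted p = 0.0422 and 0.0199). On median-centred values limma's camera was past the threshold for meningeal and fibroblast markers (lower, adjusted p = 0.00615), oligodendrocyte markers (higher, 0.00615) and glucocorticoid-induced genes (lower, 0.0207), and fry for none of these 3 (0.193, 0.129 and 0.281). The predicted targets were at 0.0858 with camera and 0.281 with fry on these values. The microglia and nerve injury lists share 6 genes, calcium signaling shares 6 with the predicted targets and 2 with sphingolipid metabolism, glycerolipid and glycerophospholipid metabolism shares 5 with the predicted targets, and other pairs of lists share at most 1.

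In SNI versus JA the relative medians of the lists past the threshold with limma's camera were 0.10 for calcium signaling (adjusted p = 0.000548), 0.39 for astrocyte (0.00674), 0.19 for neuron (0.00022), -0.25 for endothelial (6.458e-06), -0.22 for ependymal (0.00346), -0.31 for meningeal and fibroblast (7.676e-05), -0.26 for microglia (1.368e-07), -0.18 for oligodendrocyte markers (6.458e-06) and -0.24 for nerve injury response genes (0.000192). None passed with fry or with the correlation estimated, and no gene of any list had an adjusted p-value under 0.05. Of the 10 splits, as small a p-value came from 2 for calcium signaling, 6 for astrocyte, 2 for neuron, 2 for endothelial, 5 for ependymal, 2 for meningeal and fibroblast, 2 for microglia, 3 for oligodendrocyte markers and 1 for nerve injury response genes. For the lists not past the threshold it was 2 for glycerolipid and glycerophospholipid metabolism, 5 for sphingolipid metabolism and 6 for the predicted targets.

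Of the genes called lower in PLM versus SNI, 202 are outside the list of astrocyte markers, which is short. They may still include genes expressed in astrocytes. Among these 202, 74.3% were lower in JA replicate 3 than in JA replicate 1 relative to the median of all genes. Their median difference between these samples relative to all genes was -0.7083. It was -0.21 for replicate 2 against 1 and -0.53 for replicate 3 against 2, and the lowest of 1000 draws of other genes of like abundance was -0.06. Variation shared with untreated samples is a candidate explanation for part of the lower genes, and an effect of the drugs stays open. These values were not separated from the low value of JA replicate 3 in the astrocyte list. JA replicate 3 had a mean correlation of 0.9596 with the PLM samples, 0.9550 with the other JA samples and 0.9544 with the SNI samples, values that differ little. An exchange with a PLM sample would put a sham sample among the PLM samples. The highest PLM sample was at -0.8086 relative to the lower of JA replicates 1 and 2 in the mean of the astrocyte list, against a range of 0.32 over the PLM samples and a difference of 0.44 between these JA samples, so an exchange does not account for the low value of JA replicate 3.

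The clock genes Arntl, Npas2 and Cry1 were lower and Dbp higher in PLM than in SNI (adjusted p = 0.0138, 0.0147, 0.0290 and 0.0380, limma), genes chosen after their values were seen. Arntl was between 5.13 and 6.26 TPM in PLM and between 8.85 and 11.33 TPM in the other 6 samples, and Dbp between 55.98 and 58.65 TPM against 32.16 to 49.63 TPM. Another time of day at collection is a candidate explanation, which cannot be told apart from an effect of the drugs: the median centred log2 fold change of Per1, Per2, Per3, Tef and Hlf was -0.1021, with genes going both ways, and the time of collection is not given. Nr1d1, Nr1d2 and Ciart went with Dbp, with centred log2 fold changes of 0.43, 0.52 and 0.45. As deposited these were 0.18, 0.28 and 0.20, and none passed the adjusted threshold (adjusted p = 0.319, 0.112 and 0.333, limma). Nr1d2 was between 14.89 and 18.53 TPM in PLM and between 10.13 and 13.97 TPM in the other 6 samples, while Nr1d1 and Ciart overlapped. The centred log2 fold changes of Arntl, Npas2, Cry1 and Dbp were -0.55, -0.70, -0.19 and 0.58.

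The locus AABR07072539.7, chosen after its values were seen, was listed at 0 TPM in JA replicates 2 and 3 and PLM replicate 1, and at 14037.1 TPM in JA replicate 1, 17326.3, 13982.5 and 12700.9 TPM in SNI and 11526.5 and 13128.7 TPM in PLM replicates 2 and 3. No biological explanation of it was tested.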
